# Oestrogen receptor β regulates epigenetic patterns at specific genomic loci through interaction with thymine DNA glycosylase

**DOI:** 10.1186/s13072-016-0055-7

**Published:** 2016-02-16

**Authors:** Yun Liu, William Duong, Claudia Krawczyk, Nancy Bretschneider, Gábor Borbély, Mukesh Varshney, Christian Zinser, Primo Schär, Joëlle Rüegg

**Keywords:** Oestrogen receptor β, Thymine DNA glycosylase, DNA methylation, Reduced representation bisulfite sequencing, Mouse embryonic fibroblasts, Mouse embryonic stem cells

## Abstract

**Background:**

DNA methylation is one way to encode epigenetic information and plays a crucial role in regulating gene expression during embryonic development. DNA methylation marks are established by the DNA methyltransferases and, recently, a mechanism for active DNA demethylation has emerged involving the ten-eleven translocator proteins and thymine DNA glycosylase (TDG). However, so far it is not clear how these enzymes are recruited to, and regulate DNA methylation at, specific genomic loci. A number of studies imply that sequence-specific transcription factors are involved in targeting DNA methylation and demethylation processes. Oestrogen receptor beta (ERβ) is a ligand-inducible transcription factor regulating gene expression in response to the female sex hormone oestrogen. Previously, we found that ERβ deficiency results in changes in DNA methylation patterns at two gene promoters, implicating an involvement of ERβ in DNA methylation. In this study, we set out to explore this involvement on a genome-wide level, and to investigate the underlying mechanisms of this function.

**Results:**

Using reduced representation bisulfite sequencing, we compared genome-wide DNA methylation in mouse embryonic fibroblasts derived from wildtype and ERβ knock-out mice, and identified around 8000 differentially methylated positions (DMPs). Validation and further characterisation of selected DMPs showed that differences in methylation correlated with changes in expression of the nearest gene. Additionally, re-introduction of ERβ into the knock-out cells could reverse hypermethylation and reactivate expression of some of the genes. We also show that ERβ is recruited to regions around hypermethylated DMPs. Finally, we demonstrate here that ERβ interacts with TDG and that TDG binds ERβ-dependently to hypermethylated DMPs.

**Conclusion:**

We provide evidence that ERβ plays a role in regulating DNA methylation at specific genomic loci, likely as the result of its interaction with TDG at these regions. Our findings imply a novel function of ERβ, beyond direct transcriptional control, in regulating DNA methylation at target genes. Further, they shed light on the question how DNA methylation is regulated at specific genomic loci by supporting a concept in which sequence-specific transcription factors can target factors that regulate DNA methylation patterns.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-016-0055-7) contains supplementary material, which is available to authorised users.

## Background

DNA methylation and histone modifications are ways to encode epigenetic information and play a crucial role in regulating gene expression during embryonic development [1, 2]. Aberrant epigenetic patterns are found in various human diseases, including cancer, obesity, and psychiatric disorders [3].

The most common epigenetic DNA modification is methylation at the fifth position of cytosine (5mC). The DNA methylation pattern is established and maintained by DNA methyltransferases (DNMTs) that transfer methyl groups from S-adenosyl methionine to cytosines, mainly at CpG dinucleotides [4]. DNA methylation has long been considered as fairly stable and only removable by passive mechanisms, i.e. by inhibition of DNMT activity during DNA replication. More recently, however, pathways of active DNA demethylation have been found to operate during embryonic development, primordial germ cell maturation [5], and cell differentiation [6]. Active demethylation is initiated by the oxidation of 5mC to 5-hydroxymethylcytosine (5hmC) by ten-eleven translocation (TET) proteins, a family of Fe(II)- and 2-oxoglutarate-dependent DNA dioxygenases [7]. Genome-wide mapping revealed that 5hmC is mostly found in pluripotent cells and neurons, in bodies of transcribed genes, and in gene regulatory regions (promoters and transcriptional enhancers) [8], often concomitant with the bivalent chromatin marks lysine 4 di- and tri-methylation and lysine 27 tri-methylation at histone H3 (H3K4m2/3 and H3K27m3, respectively) [9]. Such regions are poised for activation or permanent silencing during lineage commitment and terminal cell differentiation [10]. 5hmC can be further processed to 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC) by TET proteins. These modifications are recognised and excised by the thymine DNA glycosylase (TDG) [11] and replaced by an unmethylated cytosine by the base excision repair [12]. Evidence for active DNA demethylation by this mechanism stems from the findings that *Tdg* deficiency is embryonic lethal in mice [13, 14] and leads to changes in the distribution of cytosine modifications during stem cell differentiation [13, 15, 16], in particular in gene regulatory regions such as promoters and enhancers. Further, 5fC and 5caC accumulate in the absence of *Tdg* in embryonic stem cells (ESCs) at promoter and enhancer regions [15, 16].

An open question is how factors involved in regulation of DNA modifications are targeted to specific genomic loci. It has been suggested that transcription factor binding to their recognition sites leads to de novo methylation at proximal regions [17–19]. Further, non-coding RNAs are thought to guide DNMTs [20–22] or enzymes involved in active DNA demethylation [23] to specific regions, resulting in silencing or activation of these loci, respectively. Nevertheless, the exact mechanism of how DNA methylation is regulated at specific genomic regions is still not well understood.

Nuclear receptors (NRs) are inducible transcription factors that have been suggested to regulate epigenetic events, particularly histone modifications [24] but also DNA methylation [25–30]. Previously, we reported that the NR oestrogen receptor beta (ERβ) protects a single CpG in the promoter region of glucose transporter 4 (*Glut4*) from being hypermethylated [25]. Hypermethylation of this CpG in the absence of *ERβ* correlated with changes in expression and inducibility of *Glut4*. Thus, ERβ shows features of a transcription factor involved in the local regulation of DNA methylation.

ERβ is one of the two ER isoforms that mediate the physiological effects of oestrogens, the female sex hormones. It is involved in the development and functioning of the reproductive organs, but also of other tissues, e.g. the brain [31] and adipose tissue [32]. It is mostly found in the cell nucleus where it, upon activation, binds to regulatory elements [oestrogen response elements (EREs)] at target genes. There are a number of co-activators that enhance ER transcriptional activity, including chromatin-remodelling factors [33]. The ERs are not only activated by endogenous hormones, but also by pharmaceuticals and food-derived compounds such as phytoestrogens, plant protection products, and plasticisers. Exposure to a number of these compounds was shown to induce alterations of DNA methylation [34, 35].

Based on our previous results, we set out to analyse the effects of ERβ deficiency on DNA methylation at a genome-wide level. Using reduced representation bisulfite sequencing (RRBS) in mouse embryonic fibroblasts (MEFs) derived from wildtype (wt) and ERβ knock-out mice, we identified more than 8000 differentially methylated positions (DMPs). Differences in methylation correlated with changes in expression of the nearest genes and were reversible by re-introducing ERβ into knock-out MEFs. Further, we show here that ERβ interacts with TDG and that TDG is ERβ-dependently recruited to identified DMPs. Thus, we provide evidence that ERβ plays a role in regulating DNA methylation at specific genomic loci by targeting TDG to these regions.

## Results

### ERβ deficiency leads to methylation changes in developmental genes

To identify genomic loci that show DNA methylation changes in the absence of ERβ [GenBank: NM_207707, Swiss-Prot: O08537], we conducted reduced representation bisulfite sequencing (RRBS [36]) with MEFs derived from *ERβ*^+*/*+^ (wt) and *ERβ*^−*/*−^ (βerko) mice [25]. 

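The RRBS data comprised 1 library of wt MEFs and 1 library of βerko MEFs, each made from pooled DNA of 3 batches, so there were no replicates and every comparison is between these 2 libraries. In RRBS, DNA is cut with MspI at CCGG, fragments of a chosen size are treated with bisulfite, and a cytosine that is still read as cytosine is counted as methylated. The authors mapped the reads with the Genomatix Mining Station and deposited the percentage of methylated reads for cytosines covered in both libraries. For DMPs they also deposited the number of reads in each library and a gene annotation made with RegionMiner. The depth of the other positions and the total number of reads per library were not used here, and the read number that the paper gives for the screen enters none of the values. Each of the 826937 cytosine positions was a CpG cytosine of the mouse genome build NCBIM37 (mm9). At hypomethylated DMPs the median coverage was 21 reads in wt and 47 reads in βerko MEFs, and at hypermethylated DMPs it was 33 and 31 reads. A position read as methylated in 5 of 5 reads has an exact 95 % confidence interval from 47.8 to 100 % methylation, and with 20 of 20 reads the lower bound is 83.2 %. Reads from PCR without molecular identifiers are not independent molecules, so that intervals and tests cover counting error only. Methylated and unmethylated reads of each DMP were compared between the libraries with a two-sided Fisher's exact test, and p-values were adjusted with the Benjamini-Hochberg method as if all 826937 positions had been tested. At Esr2, the targeted gene, 2 positions met the criteria for hypomethylated DMPs. The position at 77277805 on chromosome 12, in an intron, was methylated in 100 % of 27 reads in wt and 2.33 % of 43 reads in βerko MEFs. The position at 77279568, upstream of the gene, was methylated in 100 % of 10 reads in wt and 19.4 % of 31 reads in βerko MEFs. Methylation alone does not show whether the gene was disrupted.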

Sequencing resulted in roughly 40 million reads of which 40 % were unambiguously mapped to the mouse genome. 

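The positions covered in both libraries belonged to 756270 CpGs, of which 70667 were covered on both strands. NCBIM37 holds 21342779 CpGs, so that the covered CpGs made up 3.54 % of them. On chromosome X, 16707 positions were covered. On the mitochondrial genome, 12 positions were covered, with a median of 0.16 % methylation in wt and 0.1 % in βerko MEFs.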

Around 3 × 10^5^ CpGs were covered by the screen, which corresponds to 2.5 % of all CpGs in the mouse genome. 

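Of the positions covered in both libraries, 50.3 % were below 20 % methylation in wt MEFs (95 % Wilson confidence interval 50.1 to 50.4 %) and 53.4 % in βerko MEFs (53.3 to 53.5 %). Above 80 % methylation lay 32.5 % of the positions in wt and 31.5 % in βerko MEFs. The remaining 17.2 % in wt and 15.1 % in βerko MEFs had values in between. Mean methylation was 40.7 % in wt and 38.8 % in βerko MEFs. When both strands of a CpG were merged, the share below 20 % was 49.4 % in wt and 52.4 % in βerko MEFs, the largest shift of these shares.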

In both cell lines, around 52 % of the covered CpGs were unmethylated (<20 % methylation), around 33 % fully methylated (>80 % methylation), and around 15 % displayed methylation between 20 and 80 % (Fig. 1a). 

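Below 20 % in both cell types were 395651 positions, and 216491 positions were above 80 % in both. Together these made up 74.0 % of all covered positions (95 % Wilson confidence interval 73.9 to 74.1 %). Methylation differed by less than 20 percentage points at 82.8 % of the positions. Across positions, which are not independent replicates, Pearson's r was 0.902 and Spearman's rho was 0.881. The mean difference, βerko minus wt, was -1.89 percentage points.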

The majority of positions were fully methylated or unmethylated in both cell types (Fig. 1b). We chose to focus on CpGs which were covered by more than four reads in both cell types and were either unmethylated (<20 % reads indicating methylation) in wt and methylated (>80 % methylation) in βerko cells or vice versa. These criteria identified 8071 DMPs, 6016 of which were highly methylated in wt and less methylated in βerko MEFs (hereafter referred to as hypomethylated DMPs) and 2055 were highly methylated in βerko and less methylated in wt MEFs (hereafter referred to as hypermethylated DMPs). 

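With more than 4 reads in both libraries, 5787 positions were hypomethylated DMPs and 1960 were hypermethylated DMPs. The deposited tables of DMPs hold 6016 and 2055 positions, of which 229 and 95 had exactly 4 reads in a library, the lowest coverage in them. The table of both libraries holds the same numbers of positions beyond the methylation thresholds. Its other positions thus probably had at least 4 reads as well. Hypomethylated DMPs had a median of 92.3 % methylation in wt and 9.72 % in βerko MEFs, and hypermethylated DMPs a median of 11.2 % in wt and 90.6 % in βerko MEFs. After adjustment, 5313 hypomethylated and 1755 hypermethylated DMPs were below 0.05 in Fisher's exact test, which compares the reads of these 2 libraries and not the genotypes. The DMPs that did not pass had a median of 7 reads in wt and 9 reads in βerko MEFs in either direction. With 5 reads in each library the smallest p that Fisher's exact test can give is 0.00794, above the largest p of 0.000427 among DMPs that passed. With thresholds of 10 and 90 % methylation in place of 20 and 80 %, there were 1760 hypomethylated and 428 hypermethylated DMPs.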

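Clusters were counted as runs of at least 3 DMPs of the same direction in which each lay within 100 bp of the next, a definition chosen here because the paper's text does not define a cluster. By this definition, 2227 hypomethylated DMPs formed 409 clusters, and 96 hypermethylated DMPs formed 27 clusters. These were 38.5 % of the hypomethylated DMPs (95 % Wilson confidence interval 37.2 to 39.7 %) and 4.90 % of the hypermethylated DMPs (4.03 to 5.94 %). The number of clusters moved most with the number of DMPs required, since with at least 5 DMPs there were 174 hypomethylated and 4 hypermethylated clusters. The cluster with the most DMPs lay on chromosome 13 from 31902909 to 31903210 in 4930548F15Rik. Its 35 hypomethylated DMPs had a mean of 95.6 % methylation in wt and 0 % in βerko MEFs, at a median of 11 and 69 reads. The next largest, with 29 and 28 hypomethylated DMPs, lay in Fam59b on chromosome 5 and at Hoxa5 and Hoxa3 on chromosome 6. The largest hypermethylated cluster, on chromosome 14 from 22801734 to 22801868, had 6 DMPs and lay 6955 bp from Zfp503, with a mean of 1.41 % methylation in wt and 97.5 % in βerko MEFs. Of 3 hypermethylated clusters of 5 DMPs, those with the larger mean differences lay in AI464131 on chromosome 4 and in Pitx1 on chromosome 13. Other CpGs covered within 100 bp were found at 5308 hypomethylated DMPs, where their mean difference, βerko minus wt, had a median of -48.1 percentage points. At 1338 hypermethylated DMPs with such CpGs the median was 15.9 percentage points.

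**Figure D1:**
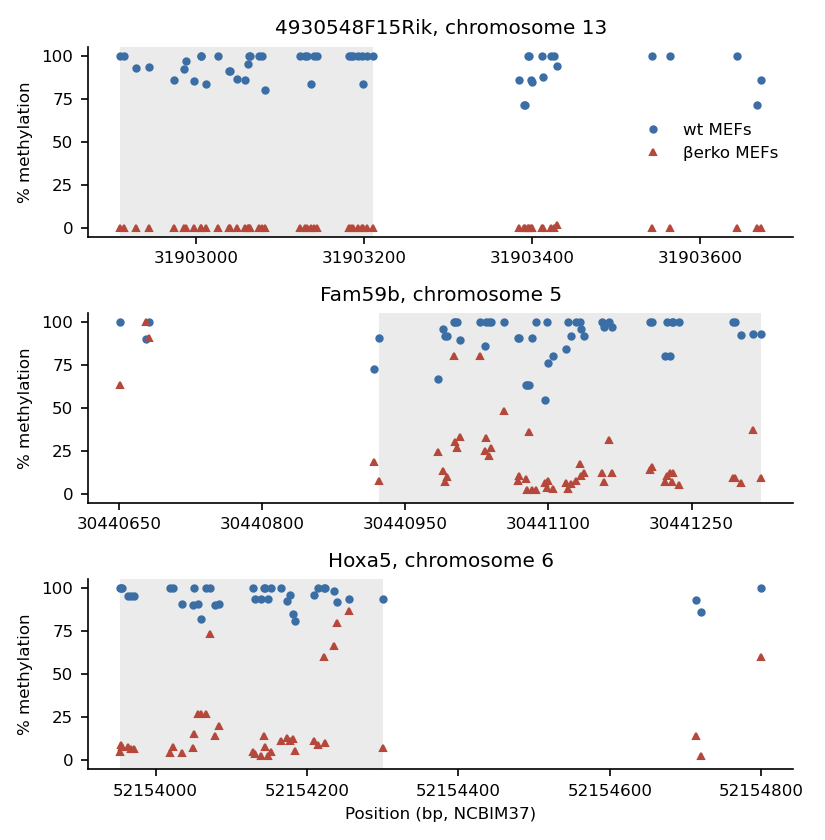
Percentage of methylation in wt and βerko MEFs (vertical axis) at every covered position in and around the 3 largest hypomethylated clusters, by position in bp (horizontal axis). Grey shading marks the cluster, and the 35 DMPs in 4930548F15Rik lie at 0 % in βerko MEFs.

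**Figure D2:**
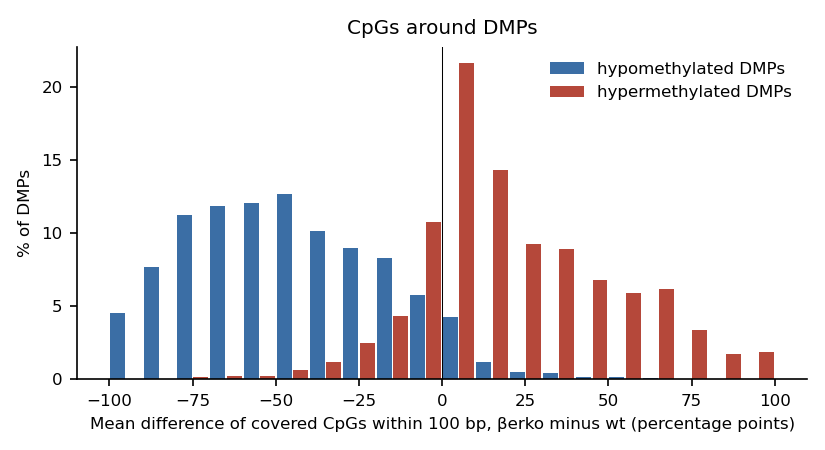
Percentage of DMPs (vertical axis) by the mean difference in methylation of the other CpGs covered within 100 bp, in percentage points (horizontal axis), for hypo- and hypermethylated DMPs. The medians are -48.1 percentage points around hypomethylated and 15.9 percentage points around hypermethylated DMPs.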

Two thousand nine hundred and fifteen hypo- and 133 hypermethylated CpGs were found in clusters, forming 466 and 32 clusters, respectively. Annotation of DMPs showed the expected enrichment for promoter and intragenic regions compared to the whole genome (Fig. 1c, d; Table 1). However, gene-associated regions were more often found in hypo- than in hypermethylated loci (Table 1). 

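For a comparison with several backgrounds, positions were assigned to GENCODE gene models on NCBIM37, with promoters from 500 bp upstream to 100 bp downstream of a transcript start, which gives other shares than the authors' annotation. Promoters held 4.12 % of all CpGs of the genome and 1.06 % of its base pairs. Of hypomethylated DMPs 16.4 % and of hypermethylated DMPs 4.69 % lay in promoters. RRBS itself favours promoters, which held 27.9 % of all covered positions. Relative to the other covered positions, the odds of lying in a promoter were 0.503 for hypomethylated DMPs (two-sided Fisher's exact test, adjusted p = 2.97e-95 over 32 tests). Relative to those above 80 % methylation in wt MEFs, which alone could have become hypomethylated, the odds ratio was 4.36 (two-sided Fisher's exact test, adjusted p = 7.74e-259). For hypermethylated DMPs the odds ratio was 0.126 relative to all covered positions (two-sided Fisher's exact test, adjusted p = 2.73e-157) and 0.0531 relative to those below 20 % in wt MEFs. With 1 DMP per run of DMPs within 500 bp, the promoter odds ratios of hypomethylated DMPs were 0.423 and 3.67. Only the DMPs were thinned, and the backgrounds kept every covered position, so these values also reflect the spacing of DMPs. Exons held 35.9 % of hypomethylated and 14.1 % of hypermethylated DMPs, compared with 8.37 % of all CpGs and 35.2 % of covered positions. For hypomethylated DMPs, the exon odds ratio relative to the other covered positions was 1.03 (two-sided Fisher's exact test, adjusted p = 0.348). With 1 DMP per run it was 0.697 (adjusted p = 2.72e-19, same Fisher's exact test). Relative to those above 80 % in wt MEFs, the exon odds ratio fell from 1.54 to 1.05 with 1 DMP per run (adjusted p = 0.272, same Fisher's exact test).

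**Figure D3:**
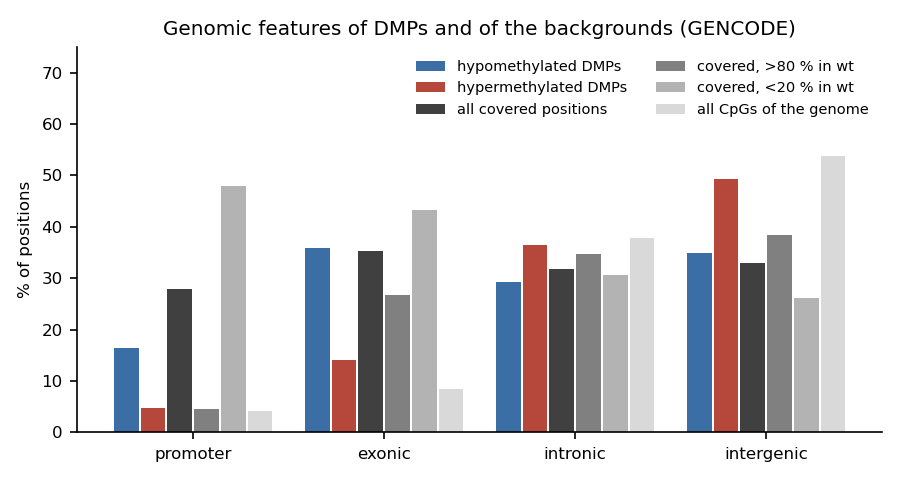
Percentage of positions (vertical axis) in promoters, exons, introns and between genes (horizontal axis) for hypo- and hypermethylated DMPs and for 4 backgrounds. Promoters hold 27.9 % of all covered positions and 4.12 % of all CpGs of the genome.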

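In the authors' annotation, 28.3 % of hypomethylated DMPs lay in promoters (95 % Wilson confidence interval 27.1 to 29.5 %) against 8.62 % of hypermethylated DMPs (7.46 to 9.95 %), an odds ratio of 4.18 (two-sided Fisher's exact test over the DMPs, adjusted p = 1.77e-81 over 4 features). Exonic were 46.9 and 18.1 % of the DMPs, an odds ratio of 4.00 (adjusted p = 1.31e-120, same Fisher's exact test). Intronic were 28.7 % of hypomethylated and 41.2 % of hypermethylated DMPs, and intergenic were 24.4 and 40.7 %, with odds ratios of 0.573 and 0.471. Neighbouring DMPs are not independent. With 1 DMP per run within 500 bp, the odds ratio was 3.47 for promoters and 2.50 for exons, the alternative that moved the exonic value most. From Table 1, the paper states that hypomethylated loci were more often associated with genes than hypermethylated loci.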

Gene ontology (GO) analysis of genes containing DMPs showed enrichment for pathways involved in developmental processes for both hypo- and hypermethylated genes (Table 2).

**Fig. 1:**
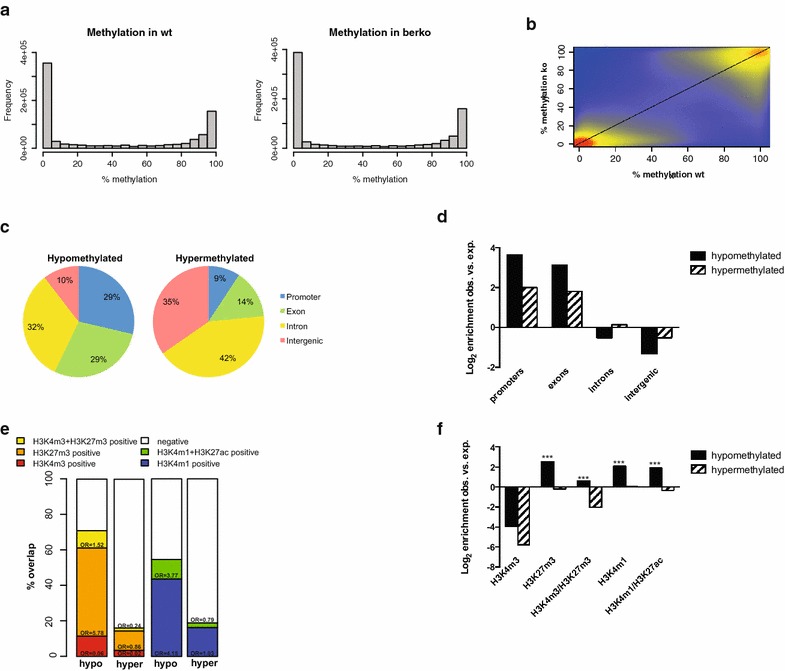
ERβ deficiency leads to altered DNA methylation patterns. **a** Histogram showing the distribution of methylation at the sequenced cytosines in wt and βerko MEFs. **b** Scatterplot of percentage (%) methylation in wt vs. βerko MEFs at cytosines covered in both cell types. **c** *Pie chart* presenting the genomic distribution of hypo- and hypermethylated positions. A position was considered hypermethylated if more than 80 % of the reads indicated methylation and hypomethylated if less than 20 % indicated methylation in βerko MEFs. **d** Enrichment (log2 ratios of observed over random) of hypo- and hypermethylated positions at different genomic features. **e** Comparison of regions identified by RRBS with datasets for histone modifications in MEFs [36] using GenomeInspector (Genomatix). *Bar plots* indicate percentages of hypomethylated (hypo) and hypermethylated (hyper) CpGs either marked by H3K4m3 (*red*), H3K27me3 (*orange*), both marks (*yellow*), or none of them (negative, *white*), or H3K4m1 (*blue*), H3K4m1 plus H3K27ac (*green*), or none of them (negative, *white*). Odds ratios (ORs) and *p* values according to Fisher exact test. **f** Enrichment (log2 ratios of observed over random) of histone modifications at hypo- and hypermethylated positions

**Table 1:** Genomic distribution of hyper- and hypomethylated differentially methylated positions (DMPs)

	% in genome	% in hypermethylated	Enrichment in hypermethylated	% in hypomethylated	Enrichment in hypomethylated
Exonic	5.5	19.1	3.5	48	8.7
Intronic	37.4	38.2	1	27	0.7
Intergenic	57.1	42.6	0.7	25	0.4
Promoter	2.6	10	3.8	30.8	11.8

**Table 2:** Gene ontology (GO) enrichment analysis of genes whose promoter is either hyper- or hypomethylated

GO term	*p* value	# Genes (63 in total)
Hypermethylated genes		
Embryonic morphogenesis	4.91E−04	5
Embryonic appendage morphogenesis	6.39E−04	3
Embryonic limb morphogenesis	6.39E−04	3
Regulation of transcription, DNA dependent	7.62E−04	8
Regulation of RNA metabolic process	8.50E−04	8
Transcription, DNA dependent	1.01E−03	8
RNA biosynthetic process	1.03E−03	8
Appendage morphogenesis	1.12E−03	3
Limb morphogenesis	1.12E−03	3
Embryonic development	1.19E−03	6

GO term	*p* value	# Genes (223 in total)
Hypomethylated genes		
Developmental process	5.29E−10	52
Multicellular organismal development	2.70E−09	48
Anatomical structure development	4.73E−09	44
System development	1.93E−08	41
Regulation of transcription from RNA polymerase II promoter	6.70E−08	20
Regulation of transcription, DNA dependent	7.84E−08	27
Regulation of RNA metabolic process	1.10E−07	27
Positive regulation of cellular biosynthetic process	1.42E−07	20
Transcription from RNA polymerase II promoter	1.66E−07	20
Transcription, DNA dependent	1.88E−07	27

Included genes show more than 30 % difference in methylation between wt and βerko MEFs, and at least 30 % of all promoter CpGs are covered by more than four reads in both cell types

### Hypomethylated regions overlap with silenced transcriptional regulators

To further characterise the genomic regions containing DMPs, we compared our data obtained by RRBS with published datasets for enrichment of different chromatin marks. We found the largest significant overlaps for hypomethylated DMPs with histone 3 lysine 27 tri-methylation (H3K27m3) and lysine 4 mono-methylation (H3K4m1) in MEFs [36] (Fig. 1e, f). These marks are indicative for repressed promoter regions and poised transcriptional enhancers, respectively. Smaller, significant overlaps were found for histone 3 lysine 4 tri-methylation (H3K4m3) in combination with H3K27m3 (bivalent chromatin), and for H3K4m1 in combination with histone 3 lysine 27 acetylation (H3K27ac) (active enhancer regions). No significant overlap was found with hypermethylated positions. These results suggest that many of the hypomethylated DMPs lie in regions involved in transcriptional regulation, which are however inactive in wt MEFs.

### Re-expression of ERβ complements hyper- but not hypomethylation

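Of the primer pairs listed for the restriction digest, 17 were searched and 13 were located on NCBIM37, and the RRBS values at positions within 50 bp of each amplicon were read from the table of both libraries. A DMP with more than 4 reads in both libraries lay there for 5 of the 6 located hypo pairs and for 5 of the 7 located hyper pairs. The DMPs at Hypo4 and Hypo6 did not pass Fisher's exact test after adjustment. Their p-values in that test were 0.00219 and 0.0030, above the largest p of 0.000427 among DMPs that passed. At Hypo2 in Dyx1c1, at 72806723 on chromosome 9, methylation was 86.1 % of 36 reads in wt and 5 % of 20 reads in βerko MEFs. At Hyper1 in Hoxa9, at 52175743 on chromosome 6, it was 0 % of 7 reads, for which the exact interval reaches 41.0 %, and 91.3 % of 23 reads. This position is not in CCGG, the sequence that the digest cuts. In the CCGG of the Hyper1 amplicon, 52175724 and 52175725 had 0 % methylation in wt and 12.5 and 5.56 % in βerko MEFs. At Hyper4 in Tnfaip2, at 112680769 on chromosome 12, methylation was 0 % of 14 reads and 87.5 % of 8 reads. That position is not in CCGG either, and 112680764, in the CCGG of the amplicon, had 28.6 % in wt and 62.5 % in βerko MEFs. At Hyper6 in Pitx1 on chromosome 13, 5 positions were hypermethylated DMPs, among them 55930192 with 3.45 % of 29 reads and 92 % of 25 reads, while the others had at most 7 reads in βerko MEFs. The position 55930192 lies outside the amplicon, which ends at 55930146. Within it, the CCGG position 55930095 had 0 % in wt and 42.9 % in βerko MEFs and was not a DMP. Within 50 bp of Hypo1, in Esr2, no position was a DMP, and the mean of 5 positions was 23.4 % methylation in wt and 4.62 % in βerko MEFs. Within 200 bp, where the DMP at 77277805 lies, the mean of 7 positions was 39.4 and 3.97 %. Around Hyper2, in Hoxa10, no position was a DMP, and the mean of 9 positions was 0 and 19.7 %. Hyper7 was located with 4 mismatches in its primers, so that its place is uncertain, and its position at 10479246 on chromosome 2 had 4 reads in βerko MEFs, below the minimum for a DMP. Over whole genes, Hoxd9 had a mean of 94.2 % methylation in wt and 4.07 % in βerko MEFs at 72 positions. Hoxa9 had a mean of 0.583 % in wt and 29.9 % in βerko MEFs at 87 positions. Pitx1, with hypermethylated DMPs at its primer pair, fell from a mean of 61.5 to 33.7 % at 146 positions. In Tnfaip2 the mean was 62.6 and 66.5 % at 52 positions, and in Dyx1c1 it was 86.4 and 75.3 % at 11 positions.

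**Figure D4:**
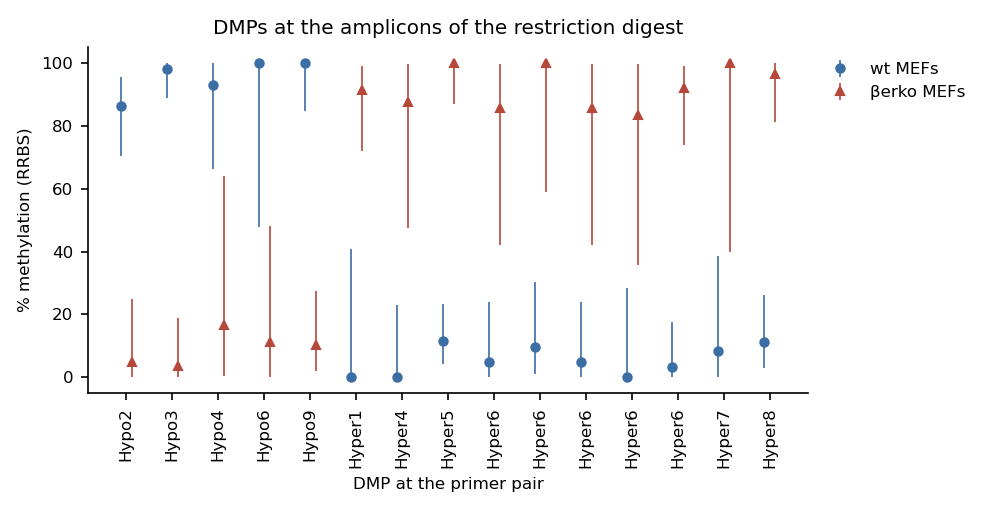
RRBS methylation in per cent (vertical axis) in wt and βerko MEFs at each position of the deposited DMP tables within 50 bp of a located primer pair (horizontal axis), with exact 95 % confidence intervals from the reads as bars. At Hyper1 the wt value is 0 % with an interval up to 41.0 %. Some of these positions, among them that at Hyper1, are not in the CCGG that the digest cuts.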

We selected ten hypo- and ten hypermethylated DMPs with different genomic position and histone methylation patterns (Table 3). First, we analysed DNA methylation at DMPs by methylation-dependent restriction digest followed by real-time PCR in wt and βerko MEFs as well as in βerko MEFs complemented with an ectopically expressed ERβ cDNA (βerkohERβ) (Fig. 2a). We confirmed hypomethylation for all ten hypomethylated DMPs in Table 3 (Fig. 2a, left panel) and hypermethylation for eight of the ten hypermethylated DMPs (Fig. 2a, right panel). Re-introduction of ERβ restored wt methylation at a subset (4 of 8) of hypermethylated DMPs (Fig. 2a, right panel, DMP hyper1–4) but not at hypomethylated DMPs.

**Table 3:** Features of validated differentially methylated positions (DMPs)

DMP	Genomic location	CGI	Promoter MEFs	Promoter ESCs	Enhancer MEFs	Enhancer ESCs
Hypo1	Intergenic	No	H3K4m3/H3K27m3	H3K4m3	H3K4m1	
Hypo2 (Dyx1c1)	Promoter region	Yes	H3K4m3	H3K4m3		
Hypo3	Intragenic (intron)	No			H3K4m1	
Hypo4	Intragenic (intron)	No			H3K4m1	
Hypo5	Intragenic (intron)	No	H3K4m3		H3K4m1/H3K27ac	H3K4m1
Hypo6	Promoter region	No	H3K27m3	H3K27m3	H3K4m1	H3K4m1/H3K27ac
Hypo7	Intragenic (intron)	Yes	H3K4m3/H3K27m3	H3K27m3		H3K4m1
Hypo8 (HoxD9)	Promoter region	Yes	H3K4m3/H3K27m3	H3K4m3/H3K27m3	H3K4m1	
Hypo9	Promoter region	Yes	H3K4m3/H3K27m3	H3K4m3	H3K4m1/H3K27ac	
Hypo10	Promoter region	Yes	H3K4m3/H3K27m3	H3K4m3/H3K27m3	H3K4m1/H3K27ac	H3K4m1
Hyper1 (HoxA9)	Promoter region	No	H3K4m3	H3K4m3/H3K27m3		
Hyper2 (HoxA10)	Promoter region	No	H3K4m3/H3K27m3	H3K27m3		H3K4m1
Hyper3	Promoter region	No	H3K4m3/H3K27m3	H3K27m3		H3K4m1
Hyper4 (Tnfaip2)	Promoter region	Yes	H3K4m3	H3K4m3	H3K4m1	H3K4m1
Hyper5	Intragenic (intron)	No				
Hyper6 (Pitx1)	Promoter region	Yes	H3K4m3/H3K27m3	H3K4m3/H3K27m3		H3K4m1
Hyper7	Intragenic (intron)	No				
Hyper8	Intergenic	Yes	H3K4m3	H3K4m3	H3K4m1	

Genomic location, presence of a CpG island (CGI), and comparison with datasets for histone modifications enriched at promoter or enhancer regions in MEFs and embryonic stem cells (ESCs) using GenomeInspector (Genomatix). Hypo and hyper refer to hypo- and hypermethylation, respectively

**Fig. 2:**
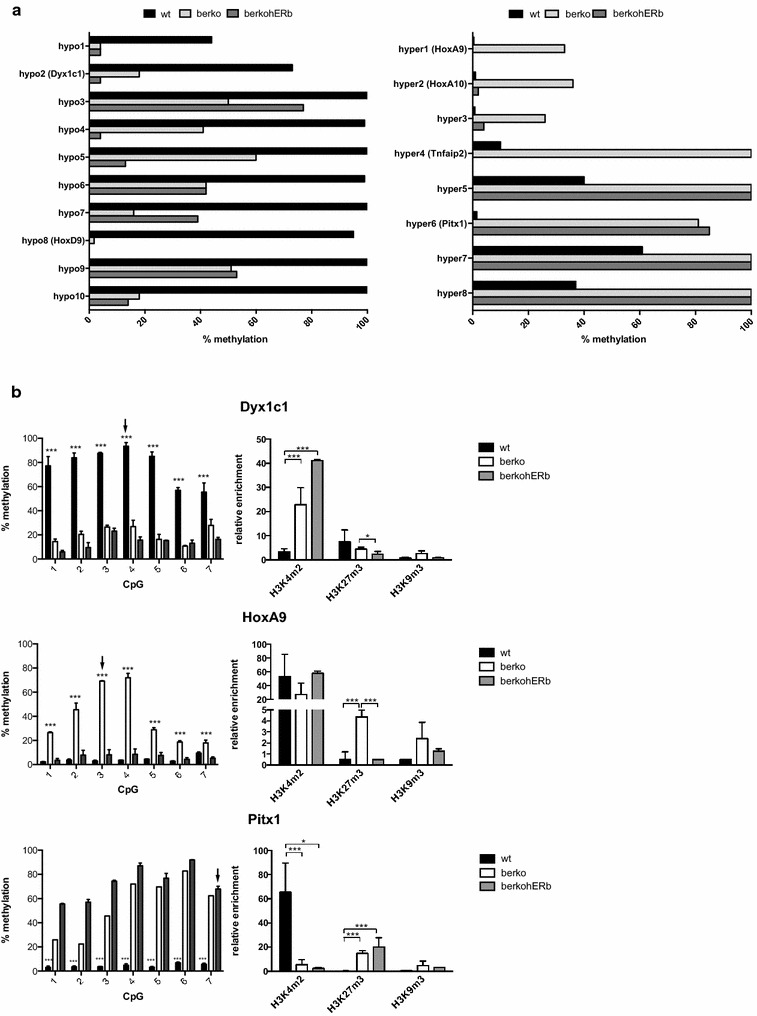
Hyper- but not hypomethylation in βerko MEFs is reversible by re-introduction of ERβ into βerko MEFs. **a** DNA methylation analysis of ten hypo- and eight hypermethylated positions. DNA methylation was assessed by methylation-specific enzymatic digest followed by qPCR. Positions with gene names in *brackets* were chosen for further analysis. **b** DNA methylation (*left panel*) and histone modifications (*right panel*) of differentially methylated genes in wt, βerko, and βerkohERβ MEFs. DNA methylation was assessed by pyrosequencing of bisulfite-treated DNA; *black arrows* mark DMPs identified by RRBS. *Triple* *Asterisk* indicates significant differences (*p* < 0.005) for wt vs. βerko and βerkohERβ (*Dyx1c1* and *Pitx1*) or βerko vs. wt and βerkohERβ (*HoxA9*). Histone modifications were analysed using ChIP followed by qPCR and normalised to *HPRT* (H3K4m2 and H3K27m3) or *GAPDH* promoter (H3K9m3) (means + SD; *n* ≥ 3)

Next, we analysed DNA methylation at regions surrounding DMPs (within 200–400 bp) and the effect of the ERβ agonist DPN on the methylation by pyrosequencing. Further, chromatin marks histone 3 lysine 4 dimethylation (H3K4m2) lysine 27 tri-methylation (H3K27m3) and lysine 9 tri-methylation (H3K9m3) around the DMPs was assessed by chromatin immunoprecipitation (ChIP). We found that the DNA methylation patterns at adjacent CpGs were similar to the ones at the identified DMPs, with one exception (shown in Fig. 2b and Additional file 1). DPN treatment, even for 4 days, had no effect on the DNA methylation pattern (Additional file 1). Histone modifications in the analysed regions matched the DNA methylation patterns: hypomethylated genes, exemplified by *Dyx1c1* [GenBank: NM_026314] in Fig. 2b, showed enrichment compared to a control region of both H3K4m2 and H3K27m3, reflecting a bivalent chromatin state, whereas hypermethylated genes, *HoxA9* [GenBank: NM_010456] and *Pitx1* [GenBank: NM_011097], displayed only enrichment for H3K4m2 in wt MEFs. This pattern was inverted in βerko MEFs, and complemented in βerkohERβ MEFs for *HoxA9* for which DNA methylation was complementable (Fig. 2b).

### ERβ regulates transcription of differentially methylated targets

To investigate if differential methylation is associated with transcriptional changes, we compared gene expression in wt, βerko, and βerkohERβ MEFs using the Affymetrix^®^ Mouse Gene 1.1. ST platform. In total, we identified 4949 unique genes that showed a change in expression between wt and βerko MEFs (listed in Additional file 2). By re-introducing ERβ, 2051 genes showed differential gene expression compared to βerko MEFs (listed in Additional file 3). Two thousand five hundred and six genes were up-regulated, i.e. showed higher expression in βerko than in wt, and 2523 genes were down-regulated, i.e. showed lower expression in βerko than in wt. The genes nearest to DMPs (1494 unique genes for hypermethylated DMPs and 2475 for hypomethylated DMPs) were than compared to the differentially expressed genes. 

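Gene names were taken from the authors' annotation of every position in the deposited tables, as the genes a DMP overlapped or, where it overlapped none, the gene of the nearest transcript. This gave 2824 genes for hypomethylated and 1676 genes for hypermethylated DMPs, of which 405 were in both sets. The rule was settled after counts under several rules had been seen. With overlapped genes alone there were 2074 and 1027 genes, and with the nearest transcript alone 2714 and 1646. No gene was overlapped by 1471 hypomethylated and 830 hypermethylated DMPs, whose median distances to the nearest gene were 6242 and 23078 bp. At least 5 DMPs overlapped 244 of the hypomethylated and 14 of the hypermethylated genes.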

Twenty-nine percent (17 % up- and 12 % down-regulated) of the genes closest to hypermethylated DMPs and 36 % (20 % up- and 16 % down-regulated) of the ones closest to hypomethylated DMPs showed differential expression in βerko compared to wt MEFs (Fig. 3a). For both the hyper- and the hypomethylated genes, the overlap was bigger with up- than with down-regulated genes (17 vs. 12 % and 20 vs. 16 %, respectively). The expression of around 27 and 25 % of the genes overlapping with hyper- and hypomethylated genes, respectively, was rescued by re-introducing ERβ into the βerko MEFs (Fig. 3a).

**Fig. 3:**
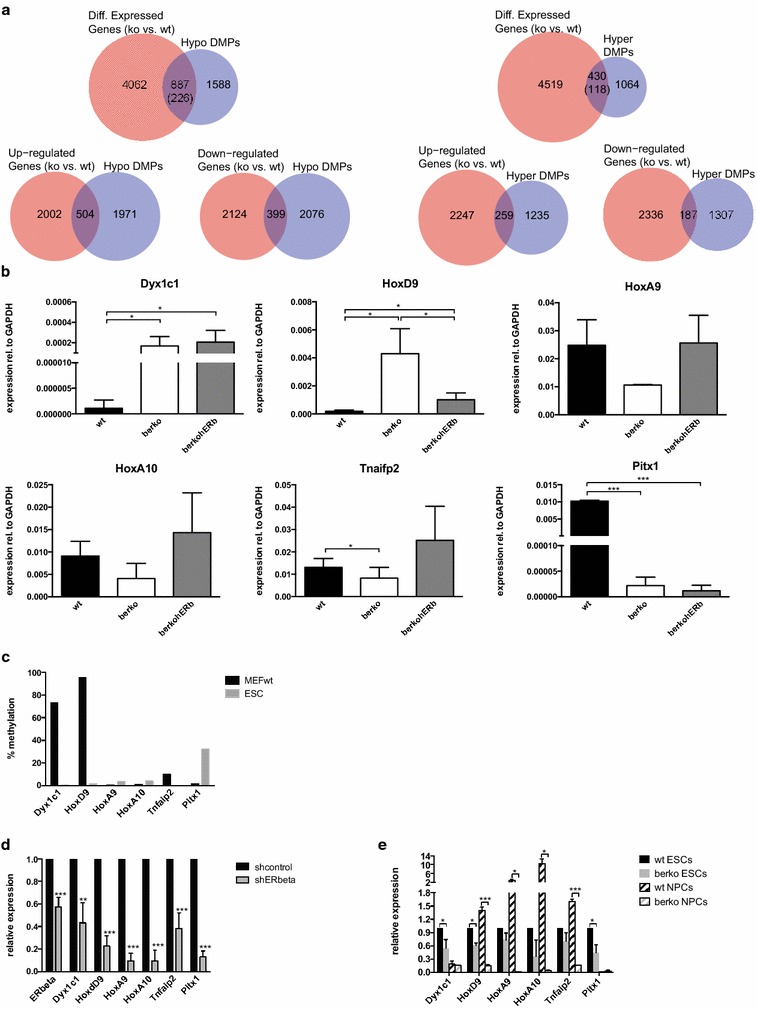
ERβ-dependent transcription of differentially methylated genes in MEFs and ESCs. **a** Venn diagram visualising overlaps between differentially methylated (identified by RRBS) and differentially expressed (identified by microarray expression analysis) genes in wt and βerko cells. **b** Gene expression analysis of hypomethylated (*Dyx1c1*, *HoxD9*), hypermethylated complementable (*HoxA9, HoxA10,* and *Tnfaip2*), and hypermethylated non-complementable genes in wt, βerko, and βerkohERβ MEFs. Gene expression was analysed by RT-qPCR (mean + SD; *n* ≥ 3). **c** DNA methylation of differentially methylated genes in wt MEFs and ESCs, assessed by methylation-specific enzymatic digest followed by qPCR. **d** ERβ-dependent expression of differentially methylated genes in ESCs. Gene expression was assessed by qRT-PCR 4 days after transfection with plasmid encoding for shRNA against ERβ or non-targeting control (means + SD; *n* ≥ 3). All the genes showed significantly decreased expression compared to shcontrol (** *p* < 0.01, *** *p* < 0.005). **e** ERβ-dependent expression of differentially methylated genes in wt and berko ESCs and NPCs derived thereof. Gene expression was assessed by qRT-PCR (means + SD; *n* ≥ 3; * *p* < 0.05, *** *p* < 0.005)

For validation and further analysis of the relationship between methylation and transcription, we chose six genes that were identified as differentially expressed between wt and βerko MEFs and validated as differentially methylated in Fig. 2a: *Dyx1c1*, *HoxD9* [GenBank: NM_013555], *HoxA9, HoxA10* [GenBank: L08757], *Tnfaip2* [GenBank: NM_009396], and *Pitx1.* Transcription levels measured by qPCR were inversely correlated with the DNA methylation in MEFs; *Dyx1c1* and *HoxD9* showed higher expression in βerko and βerkohERβ cells, and *HoxA9, HoxA10, Tnfaip2,* and *Pitx1* higher expression in wt cells (Fig. 3b). As observed for DNA methylation, wt gene expression was restored by re-introduction of ERβ for *HoxA9, HoxA10,* and *Tnfaip2* (Fig. 3b). No effect of the ERβ ligand DPN was found on the expression of the tested genes (Additional file 1).

We also wanted to know if these genes are transcriptionally regulated by ERβ independently of their methylation status. Thus, we turned to mouse ESCs where DNA methylation is generally low. Indeed, DNA methylation was low at the investigated DMPs in ESCs (Fig. 3c). To test whether ERβ is involved in the transcriptional regulation of DMP-associated genes in ESCs, we assessed their expression in the absence and presence of ERβ in ESCs using small hairpin (sh)RNA mediated knocked-down of *ERβ*. As shown in Fig. 3d, knock-down of *ERβ* resulted in decreased expression of all of the tested genes. These results were in large parts confirmed in ESCs derived from βerko mice (Fig. 3e). Further, when these cells were differentiated towards neuronal precursor cells (NPCs), the effect of *ERβ* deficiency became larger, but only in those targets whose expression increased in NPCs (Fig. 3e). Genes that became silenced upon differentiation lost their ERβ dependency. Thus, all investigated targets identified as differentially methylated between wt and βerko MEFs are regulated by *ERβ*, but this is dependent on the cell type.

### ERβ binds to regions around DMPs

To investigate direct involvement of ERβ in regulating these genes, we assessed the association of ERβ with regions around DMPs by ChIP in MEFs as well as in ESCs (Fig. 4a). ERβ was enriched in wt and βerkohERβ MEFs compared to βerko MEFs and an unrelated control region at these hypermethylated loci where re-introduction of ERβ was capable of reversing hypermethylation and increase expression of the associated gene (Fig. 4a, left panel). No enrichment was measured at hypomethylated loci in MEFs, but was evident in ESCs. This corroborates the findings that ERβ deficiency in ESCs leads to decreased transcription of these genes.

**Fig. 4:**
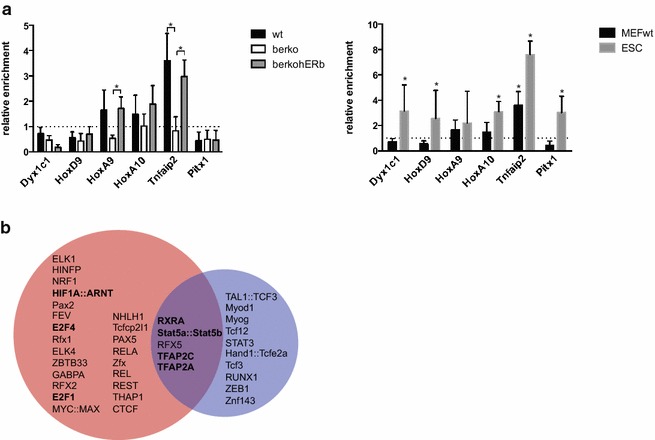
ERβ binds to regions around DMPs. **a** ERβ recruitment to differentially methylated genes in MEFs (*left panel*) and ESCs (*right panel*). HA-tagged ERβ was precipitated and differentially methylated regions were analysed by qRT-PCR. *Asterisk* indicates significant (*p* < 0.05) differences between wt/βerkohERβ and βerko MEFs or significant (*p* < 0.05) enrichment compared to binding at an unrelated, heterochromatic region on chromosome 2 [13] (means + SD; *n* ≥ 3). **b** Venn diagram visualising the enriched transcription factor binding motifs around hypo- or hypermethylated DMPs or both. Motifs that have been seen enriched in ERβ-ChIP-seq studies or that are bound by transcription factors known to interact with ERs are depicted in *bold*

We next investigated if there are classical ER binding sites, EREs situated around the identified DMPs. Somewhat surprisingly, we could not identify any EREs in the regions we found ERβ-enrichment using ChIP. However, the hypermethylated loci where re-introduction of ERβ was capable of reversing hypermethylation had two motifs in common: Myog and activator protein 2 (AP2). The latter has been found enriched at ERβ binding sites in a breast cancer cell line using ChIP-seq [37]. The hypomethylated loci shared a binding motif for the regulatory factor for X-box 1 (Rfx1). No interaction between this factor and ERs has been described; however, interestingly, the family of Rfx transcription factors is involved in regulation and reading of DNA methylation marks [38–40].

Motif enrichment analysis of regions around all DMPs identified 636 potential EREs (genomic positions are listed in Additional file 4); however, no enrichment for ERE motifs was found compared to the reference genome. On the other hand, significant enrichment for binding sites of other transcription factors was identified (Fig. 4b, links to haystack motif enrichment analyses are provided in Additional files 5 and 6). Among these motifs, AP2, E2F, NRF1, and CTCF recognition sites had been shown to be enriched at ERβ binding sites [37]. 

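Words were searched on both strands of the reference sequence within 100 bp of each CpG with a DMP. Among 5515 CpGs with a hypomethylated DMP, 0 had the full word GGTCANNNTGACC, 27 had it with at most 1 mismatch, and 4 had GGTCANNTGACC, the form that the paper's methods give. Among 1919 CpGs with a hypermethylated DMP, these numbers were 1, 18 and 0. Around the other covered CpGs, 0.635 % had the word with at most 1 mismatch, against 0.490 % at hypomethylated DMPs (two-sided Fisher's exact test, p = 0.201, adjusted p = 0.321 over 72 tests of 9 words) and 0.938 % at hypermethylated DMPs (p = 0.110, adjusted p = 0.194, same Fisher's exact test). Relative to covered CpGs below 20 % methylation in wt MEFs, the odds ratio at hypermethylated DMPs was 1.88 (two-sided Fisher's exact test, p = 0.0137, adjusted p = 0.0317). Relative to covered CpGs above 80 % in wt MEFs, the odds ratio at hypomethylated DMPs was 0.596 (two-sided Fisher's exact test, p = 0.00491, adjusted p = 0.0126), and with 1 DMP per run it was 0.766 (adjusted p = 0.426 in the same Fisher's exact test). None of these words lay near any position of the deposited DMP tables that the authors' annotation assigned to Dyx1c1, Hoxd9, Hoxa9, Hoxa10, Hoxa11, Tnfaip2, Pitx1, Esrrg, Trim2 and Fstl4.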

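Relative to all other covered CpGs, the AP2 word GCCNNNGGC was found near 21.2 % of hypomethylated DMPs and 22.3 % of the background, an odds ratio of 0.935 (two-sided Fisher's exact test, p = 0.0424, adjusted p = 0.0872). With 1 DMP per run the odds ratio was 0.709 (adjusted p = 1.69e-12 in the same Fisher's exact test). The background CpGs were not thinned, so values with 1 DMP per run also reflect the spacing of DMPs. Relative to covered CpGs above 80 % methylation in wt MEFs, the odds ratio was 2.20 (two-sided Fisher's exact test, adjusted p = 7.40e-104), so that the direction depended on the background. At hypermethylated DMPs it was 0.467 and 0.290 relative to all covered CpGs and to those below 20 % in wt MEFs. The NRF1 word GCGCANGCGC had odds ratios of 0.444 relative to all other covered CpGs and 2.38 relative to those above 80 % in wt MEFs at hypomethylated DMPs. Counted once per run of DMPs, they were 0.295 (two-sided Fisher's exact test, adjusted p = 4.51e-10) and 1.58 (adjusted p = 0.113, same Fisher's exact test). Against the same 2 backgrounds, the CTCF word CCASYAGRKGG, near 29 hypomethylated CpGs, had odds ratios of 1.20 and 1.68 (two-sided Fisher's exact test, adjusted p = 0.426 and 0.0258). The E2F word TTTSSCGC had 0.958 and 1.23 (adjusted p = 0.803 and 0.0833, same Fisher's exact test). At hypermethylated DMPs the odds ratios were 1.19 and 1.02 for CTCF and 0.429 and 0.345 for E2F. The E-box CAGCTG, which stood for Myog, was more frequent at hypermethylated DMPs against both, with odds ratios of 1.23 and 1.43. At hypomethylated DMPs it was also more frequent relative to all other covered CpGs, with an odds ratio of 1.19 (two-sided Fisher's exact test, adjusted p = 4.48e-05), and relative to those above 80 % in wt MEFs the odds ratio was 1.06 (adjusted p = 0.239, same Fisher's exact test). Against the latter background, 1 DMP per run gave an odds ratio of 1.16 (two-sided Fisher's exact test, adjusted p = 0.00877). For named genes, every position of the deposited DMP tables was counted, including those with exactly 4 reads in a library. The AP2 word lay near the hypermethylated DMP of Hoxa9 and near the 3 of Hoxa11. It lay near 0 of the 5 of Hoxa10 and not near that of Tnfaip2, and the E-box lay near none of these. The 5 of Hoxa10 lie from 52182097 to 52183068, outside the Hyper2 amplicon from 52184134 to 52184209. Words around that amplicon were not counted here, so these counts do not speak to the region that the paper examined. Near the 7 hypermethylated DMPs of Pitx1, the 3 of Fstl4 and that of Trim2, neither word was found. Near hypomethylated DMPs, the AP2 word was found at 44 of 65 in Hoxd9, 19 of 19 in Esrrg and 11 of 47 in Pitx1, and the E-box at the DMP of Dyx1c1 and at 23 of 47 in Pitx1. The Rfx word GTTGCYA lay near the DMP of Dyx1c1 and near 0 of the 65 hypomethylated DMPs of Hoxd9. Over all hypomethylated DMPs, its odds ratio was 0.833 relative to all other covered CpGs (two-sided Fisher's exact test, adjusted p = 0.0802). Relative to those above 80 % in wt MEFs it was 0.736 (adjusted p = 0.001, same Fisher's exact test), and 0.798 with 1 DMP per run (adjusted p = 0.0907). The words were chosen for this comparison and are not the matrices behind Fig. 4b.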

Further, motifs were enriched for transcription factors known to interact with ERβ: Stat5 [41], RXRα [42], and ARNT [43]. Hyper- and hypomethylated loci showed enrichment for different motifs but shared binding sites for RXRα heterodimers, Stat5a::Stat5b heterodimers, RFX5, and AP2 (Fig. 4b).

Together, these results suggest that ERβ binds to the analysed differentially methylated regions not via classical EREs but via other binding sites or transcription factors.

### ERβ interacts with thymine DNA glycosylase

Next, we investigated how ERβ can regulate DNA methylation at these specific sites. We hypothesised that ERβ may target factors regulating DNA methylation to these loci. ERα was previously shown to interact with TDG [44], an essential component of active DNA demethylation [13, 15, 16, 45]. We thus examined if ERβ can interact with TDG [GenBank: NM_172552, Swiss-Prot: P56581] as well. To this end, we conducted GST-pulldown assays using ERβ coupled to glutathion-S-transferase (GST) that was immobilised to Glutathione Sepharose and incubated with recombinant TDG. GST alone was used as a negative control. As shown in Fig. 5a, more TDG was recovered from GST-ERβ bound Sepharose compared to GST only. Quantification of four experiments showed that this increase in TDG recovery was statistically significant (Fig. 5a, right panel). However, there was still a considerable amount of unspecific binding of TDG to the matrix. Thus, we complemented these experiments with far-western blot analyses, immobilising the GST-tagged ERβ to nitrocellulose membrane and probing this membrane with recombinant TDG. Subsequent probing with a specific antibody against TDG highlighted a protein co-migrating with GST-ERβ but not with the GST-tag alone. GST-tagged SUMO-1, which has been shown to interact with TDG [46], was used as a positive control. As only unspecific bands were detected on a membrane that had not been probed with TDG (Fig. 5b, right panel), these results indicated a physical interaction of ERβ with TDG.

**Fig. 5:**
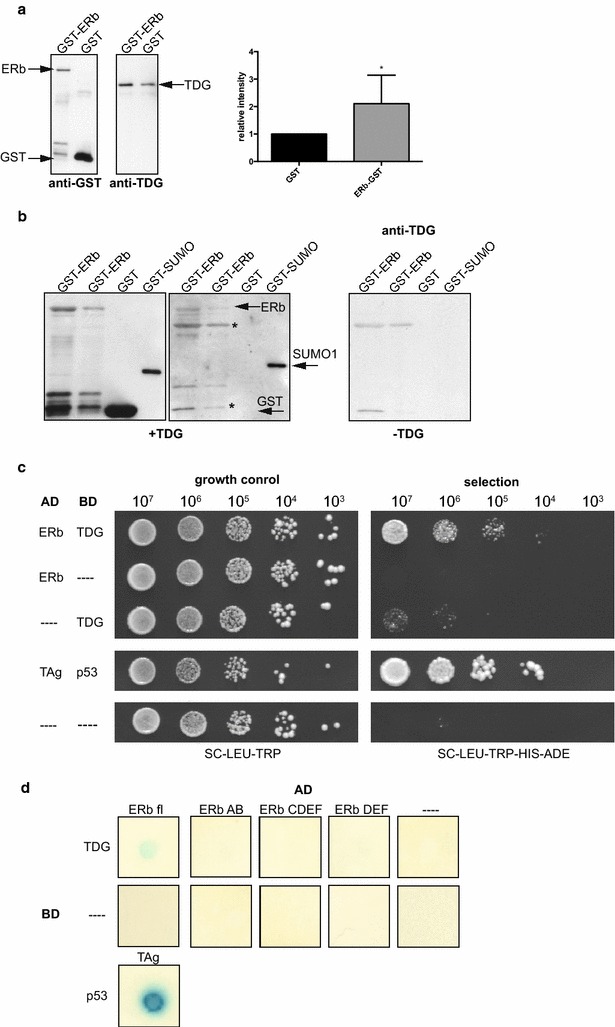
ERβ interacts directly with TDG. **a** Interaction of ERβ and TDG in GST-pulldown assays. GST-tagged ERβ or GST alone was immobilised on Glutathione Sepharose and incubated with recombinant TDG. The *left panel* shows representative western blots of the eluates using an anti-GST and an anti-TDG antibody. Quantification of four independent experiments is shown the right panel. *Asterisk* indicates significantly (*p* < 0.05) increased intensity of the band corresponding to TDG in the presence of ERβ. **b** Interaction of ERβ and TDG on far-western blots. GST-tagged ERβ (*lanes 1* + *2*), GST (*lane 3*), and GST-tagged SUMO-1 as a positive control (*lane 4*) were immobilised on a membrane and probed with recombinant TDG. Proteins were detected using antibody against GST (*left panel*) or TDG (*middle panel*). The *right panel* shows a membrane not probed with recombinant TDG. *Asterisk* marks unspecific bands. **c** Interaction between ERβ and TDG in yeast two-hybrid assays. ERβ fused to the AD and TDG fused to the BD of *GAL4* were expressed in the yeast strain AH109. Serial dilutions of cells were spotted on control (SC-LEU-TRP, *left panel*) and selective medium (SC-LEU-TRP-HIS-ADE, *right panel*) to monitor activity of the reporter genes *ADE2* and *HIS3*. As a positive control, murine p53 fused to *GAL4* BD was used in combination with SV40 large T-antigen fused to *GAL4* AD. The Gal4 BD and/or GAL4 AD alone served as negative controls (—). **d** Domain mapping for ERβ using yeast two-hybrid assays. Activity was tested in the yeast strain Y187 using *lacZ* as a reporter gene. Activity of the *lacZ*-encoded β-galactosidase leads to cleavage of X-gal and concomitant accumulation of a blue product (5,5′-dibromo-4,4′-dichloro-indigo). In addition to constructs as in B, individual ERβ domains (AB, CDEF, DEF) were fused to the *GAL4* AD and used for transformation of Y187 cells. 10^6^ cells were dropped onto SC plates lacking leucine and tryptophan. After 24 h of growth, cells were lysed and incubated with X-Gal for up to 17 h to monitor appearance of *blue colour*

To corroborate these biochemical assays, we performed yeast two-hybrid assays in the *Saccharomyces cerevisiae* strain AH109. This strain harbours the two Gal4-inducible reporter genes *HIS*3 and *ADE*2 and protein interactions can be assessed by growth on selective medium lacking adenine and histidine. As expression of TDG fused to the *GAL4* activation domain (AD) induced some auto-activation of the reporter genes, as previously observed (data not shown), we addressed potential interactions by expressing ERβ fused to the *GAL4* AD and TDG fused to the *GAL4* DNA binding domain (BD). As shown in Fig. 5c, co-expression of ERβ and TDG enabled growth on selective medium. In contrast, little or no growth was detected when either factor was combined with the corresponding vector control, indicative of specific interactions between ERβ and TDG. This result was confirmed using another yeast strain (Y187) in which the *lacZ* gene, coding for the β-galactosidase, serves as the reporter gene to detect protein interactions (Fig. 5d). In addition to full-length ERβ, isolated domains of the receptor were tested to delineate the domain(s) responsible for interaction with TDG. We tested the AB, DEF, and CDEF domains of ERβ; however, no reporter activity above background could be detected for the interaction of TDG with any of these constructs (Fig. 5d). Together, these data provide strong evidence for a physical interaction between ERβ and TDG that requires the interaction of several domains of the receptor.

### TDG is a transcriptional co-activator of ERβ and is recruited to DMPs in an ERβ-dependent manner

To test if the interaction with TDG has an effect on ERβ function, we conducted reporter gene assays, measuring ERβ transcriptional activity. To this end, *Tdg*^−*/*−^ MEFs were co-transfected with plasmids encoding ERβ, a luciferase reporter gene driven by 3 EREs [47], and TDG. Four hours after transfection, cells were stimulated with E2 and harvested the next day for measurement of luciferase activity. Transfection of ERβ plasmid enhanced transcription of the reporter gene, and E2 treatment led to a further increase of luciferase activity (Fig. 6a). Co-transfection with TDG vector enhanced transcriptional activity of ERβ additionally. This increase was observed both in the absence (maximal 2-fold) as well as in the presence (maximal 2.5-fold) of ligand (Fig. 6a).

**Fig. 6:**
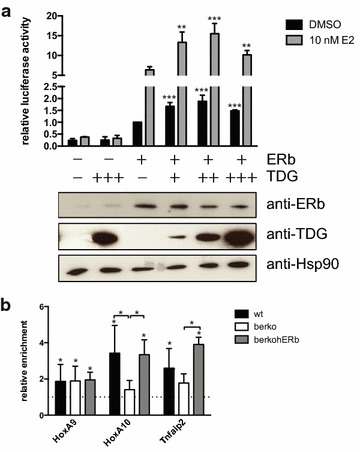
ERβ–TDG interaction affects gene regulation. **a** TDG increases ERβ transcriptional activity in reporter assays. Tdg^−/−^ MEFs were transfected with plasmids encoding for the reporter gene 3× ERE-luc, TK-renilla, ERβ, and TDG in different concentrations (50, 150, and 300 ng transfected plasmid), and treated with 10 nM E2. After 16 h, firefly luciferase activity was measured and normalised against renilla luciferase activity (means + SD; *n* ≥ 3). TDG co-expression increased luciferase activity significantly (** *p* < 0.01, *** *p* < 0.005). Expression of ERβ and TDG was confirmed by western blot analysis. **b** TDG is recruited to ERβ-regulated genes in MEFs. TDG recruitment to indicated genes in wt, βerko, and βerkohERβ MEFs was analysed by ChIP-qPCR. *Asterisk* indicates significant (*p* < 0.05) enrichment compared to binding at an unrelated, heterochromatic region on chromosome 2 [13] (means + SD; *n* ≥ 3)

We then asked if TDG is recruited to the differentially methylated loci at which ERβ is enriched in wt MEFs. Using ChIP assays, we found TDG recruitment to these genes in wt and βerkohERβ MEFs (Fig. 6b). Notably, TDG enrichment at *HoxA10* and *Tnfaip2* appeared to be dependent on ERβ as it was not detectable in βerko MEFs, indicating that ERβ recruits TDG to these loci.

### TDG regulates genes associated with DMPs in ESCs

The proposed role for TDG in DNA demethylation is to process 5caC and 5fC [11]. Indeed, TDG-deficient ESCs show accumulation of 5fC and 5caC at gene regulatory elements [15, 16]. We therefore reasoned that if ERβ recruits TDG to certain genomic regions to regulate DNA methylation, the loss of ERβ would result in less TDG recruitment and, hence, accumulation of 5fC and 5caC at these loci. Comparison of genome-wide 5fC data [16] with our RRBS data revealed an overlap of hyper- and hypomethylated DMPs with 5fC in wt ESCs of 10 and 12.5 %, respectively. However, in TDG-deficient cells, this overlap increased to 32 and 46 % (Fig. 7a), which corresponds to a 1.6-fold and 2.9-fold of observed vs. expected enrichment, respectively (Fig. 7b). This indicates that nearly half of the hypomethylated DMPs identified in our screen overlapped with regions where TDG processes 5fC. Thus, we tested if TDG also transcriptionally regulates the differentially methylated targets in ESCs. Gene expression was analysed in TDG-deficient ESCs and cells complemented with TDG. A clear down-regulation was observed in ESCs lacking TDG (Fig. 7c), demonstrating that they are regulated by TDG.

**Fig. 7:**
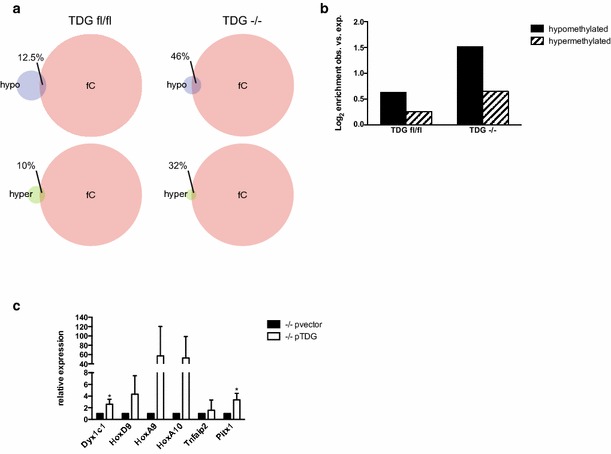
TDG regulates genes associated with DMPs in ESCs. **a** Venn diagram showing the overlap of hypo- and hypermethylated DMPs in βerko MEFs identified by RRBS with datasets for 5fC enrichment in deficient (*Tdg* ^−*/*−^) or proficient (*Tdg* ^*fl/fl*^) ESCs [16] using GenomeInspector (Genomatix). Hypo and hyper refer to the hypo- and hypermethylated regions identified in this study, respectively. **b** Enrichment (log2 ratios of observed over random) of 5fC in deficient (*Tdg* ^−*/*−^) or proficient (*Tdg* ^*fl/fl*^) ESCs at differently methylated positions. **c** TDG dependency of differentially methylated genes in ESCs. Gene expression in TDG-deficient (*Tdg* ^−/−^ pvector) and TDG-complemented (*Tdg* ^−/−^ pTDG) cells was assessed by qRT-PCR (means + SD; *n* = 3). *Asterisk* indicates significant (*p* < 0.05) increase in TDG-proficient vs. TDG-deficient cells

## Discussion

Several studies suggest that NRs including the ERs are directly involved in regulating DNA methylation [25–30]. In this study, we systematically addressed the role of ERβ in regulating DNA methylation at specific loci. To this end, we carried out RRBS comparing ERβ-proficient and ERβ-deficient MEFs. Using this method, we limited the screen to CpG-rich regions and did not discriminate between 5mC and 5hmC modifications. In the analysis, we only considered DMPs that were fully methylated (80–100 %) in one cell type and unmethylated (0–20 %) in the other. Despite these constraints, we could identify more than 8000 DMPs, one-third of which was hyper- and two-thirds were hypomethylated. Around 30 % of the genes closest to hypo- or hypermethylated DMPs were differentially expressed between ERβ-proficient and ERβ-deficient cells, and expression of about one-third of them was rescued by re-expressing ERβ. Correlation between DNA methylation and expression changes was also demonstrated for selected genes associated with DMPs. Further, we found that they are bound and transcriptionally regulated by ERβ when they were actively transcribed. Further, we demonstrated that ERβ interacts physically and functionally with TDG, and that TDG associates with DMPs, in some cases ERβ-dependently, and is involved in the regulation of associated genes.

Based on our results, we propose that ERβ binds to regulatory regions of target genes and recruits TDG to these places. This interaction enhances gene expression on one hand and prevents DNA methylation on the other hand (illustrated in Additional file 7). The latter can be envisaged as the result of an interplay between TDG and the TET proteins that oxidise methylated CpGs to 5fC and 5caC, which in turn can be processed by TDG and the base excision repair to unmethylated C. Lack of ERβ results in less TDG recruitment and, hence, changes in gene transcription and DNA methylation, both hyper- and hypomethylation depending on the activity state of the respective gene. Hypermethylated DMPs were associated with genes actively transcribed in MEFs whose expression and methylation patterns could be restored upon re-introduction of ERβ into knock-out cells. This implicates an active demethylation mechanism involving TDG, as described previously for other genes in somatic cells [27, 28, 48, 49]. Hypomethylated genes, on the other hand, were inactivated in MEFs but transcribed and regulated by ERβ and TDG in ESCs, and hypomethylated DMPs overlapped remarkably with loci where 5fC accumulated in TDG-deficient ESCs [16]. As this mark is not recognised by the maintenance DNMT, 5fC accumulation leads to passive demethylation during cell division. Thus, at genes that become silenced during differentiation from ESCs to MEFs, lack of ERβ, and hence diminished TDG recruitment, could lead to erroneous passive demethylation, resulting in hypomethylation in the differentiated cells. This is corroborated by the findings that hypomethylated DMPs overlap with repressive chromatin marks in MEFs (Fig. 1e, f), that associated genes are involved in embryonic development (Table 2), and that genes that become repressed in NPCs are not regulated by ERβ anymore (Fig. 3e). At this point, we do not have an explanation for the occurrence of hypermethylated positions whose methylation pattern is not revertible by re-expression of ERβ other than clonal differences between wt and βerko cells.

Notably, as in our previous study [50], we could not find any effect of oestrogen on ERβ’s function at the loci investigated, neither on its transcriptional activity nor on its effects on DNA methylation and interaction with TDG. In contrast, TDG was shown to interact with ERα and enhance its transcriptional activity, in the presence of ligand [44]. The interaction between ERα and TDG is mediated by SRC-1, and overexpression of this co-factor in COS1 cells resulted in enhancement of ERα’s ligand-independent transcriptional activity by TDG [51]. Thus, availability of other factors involved in ER–TDG interaction in the different cell systems could explain the difference between the two receptor isoforms. On the other hand, ligand-independent function of ERβ has been shown previously in different contexts, e.g. when modulating ERα-induced gene expression in breast cancer cells [52]. Additionally, we have found that ERβ is tightly bound to the chromatin in extracts of different cell types even in the absence of ligand (our unpublished observation).

We could neither identify any classical EREs in the regions that ERβ bound to, nor were EREs found enriched around differentially methylated sites. This suggests that ERβ binds to these regions in complex with other factors. Trans-recruitment of big transcription factor complexes has been shown to be important for functional enhancer regions [53]. Indeed, we could find enriched motifs for TF that are known to interact with ERs, such as Stat5, RXR, and ARNT. Further, we found motifs that have been shown to be enriched in an ERβ-ChIP-seq study [37]. These included AP2 motifs that we found on all the investigated hypermethylated targets whose methylation and expression was restored by re-expressing ERβ but not in the non-complementable ones. The selected hypomethylated DMPs had Rfx1 sites in common, and motifs for Rfx factors were enriched on a genome-wide level. To our knowledge, no interaction between Rfx and ERβ has been described but, interestingly, these transcription factors, as well as CTCF that is enriched at hypomethylated DMPs, are implicated in regulation and reading of DNA methylation marks [38–40, 54]. Additionally, Our results imply that the function ERβ exerts at the identified targets differs from the classical ligand-induced ER signalling pathway. How ERβ binds to these loci and if and how the identified factors interact with ERβ has to be determined in future studies.

Although the factors that regulate changes in DNA methylation patterns during cell differentiation are identified, how they are recruited to and regulated at specific genomic loci is still unclear. R loop formation at CpG islands has been shown to exclude DNMT3a and DNMT3b, hence preventing methylation of these structures [55]. On the other hand, it has been suggested that locus-specific de novo methylation is induced by recruitment of DNMTs by non-coding RNAs [20–22] or by proximal sequence elements providing for specific transcription factor binding [17]. The involvement of transcription factors in regulating DNA methylation patterns has also been shown at distal regulatory regions with low methylation (LMRs) [18, 19]. The data presented here further support the notion that transcription factors can target DNA methylation and demethylation events, and provide a mechanism underlying this role. We suggest that interaction with factors regulating DNA methylation patterns is not limited to ERβ but could be general principle applying for many sequence-specific transcription factors. Indeed, several studies report an association between NR-induced transcription and DNA methylation changes [27, 28, 49].

## Conclusion

The data presented here suggest that ERβ can modulate DNA methylation patterns at specific genomic loci by interaction with TDG. This implies an important regulatory function of ERβ during cell differentiation and could be part of a mechanism underlying epigenetic alterations observed after exposure to compounds disrupting ER function in early development. Further, it supports a general concept in which transcription factors regulate the DNA methylation state at specific regions in the genome.

## Methods

### Plasmids and antibodies

Mission shRNA against *ERβ* was obtained from Sigma–Aldrich. Expression plasmid for HA-tagged mERβ (pSSH25-mERβ) was constructed by inserting PCR-amplified *mERβ* cDNA into pSHH25 [56] using *Xho*I and *Blg*II restriction sites. pSSH25-TDG for mammalian expression of HA-fused TDG [56], pPRS220 for yeast expression of Gal4-AD-fused TDG [46], 3× ERE-luc [47], and pSG5hERβ [57] used in luciferase assays have been published. pRL-TK for normalisation of luciferase activity was purchased from Promega. GST-ERβ was constructed by cloning cDNA encoding for human ERβ into pGEX-6P-3 (GE Healthcare) using *Bam*HI and *Xho*I restriction sites. pACT2-ERβ was obtained by cloning cDNA encoding for human *ERβ* into pACT2 (Clontech) using *Sma*I and *Xho*I restriction sites. Antibodies used were as follows: rat monoclonal anti-HA (3F10) from Roche Applied Science, rabbit monoclonal anti-ERβ (05-824), rabbit polyclonal anti-H3K4m2 (07-030), and rabbit polyclonal anti-H3K27m3 (07-449) from Millipore, rabbit polyclonal anti-H3K9m3 (060-050) from Diagenode, and mouse monoclonal anti-Hsp90 (F-8) from Santa Cruz Biotechnology, Inc.

### Cell culture and transfections

MEFs from wt and βerko mice [25] and βerko MEFs complemented with ERβ (βerkohERβ [25]) as well as *Tdg*^*−/*−^ MEFs [56] were kept in high-glucose DMEM supplemented with 10 % FCS, 1 mM l-glutamine, 1 mM sodium pyruvate, and 1× non-essential amino acids and 5 μg/ml blasticidin (βerkohERβ). For stimulation with ER agonists, cells were put for at least 2 days into DMEM with 5 % dextran-coated charcoal-treated serum and treated with 10 nM E2 or DPN.

ESCs [58] were thawed on feeder cells in ESC medium (high-glucose DMEM supplemented with 15 % heat-inactivated FCS, 1 mM sodium pyruvate, 1× non-essential amino acids, and 0.1 mM β-mercaptoethanol) containing 1 U/μl LIF (Millipore). Upon feeder removal, cells were maintained in 2i medium (serum-free N2B27 [59] supplemented with 2i inhibitors [60], CHIR99021 (3 μM), and PD0325901 (1 μM), obtained from the division of signal transduction therapy, University of Dundee) containing 1 U/μl LIF. TDG knock-out ESCs complemented with TDG (*Tdg*^−*/*−^ pTDG) or empty vector (*Tdg*^−*/*−^ pvector) were maintained in 2i medium containing 1 μg/ml puromycin.

NPCs were generated from ERβ^+/+^and ERβ^−/−^ ESCs, kindly contributed by Prof. Jan-Åke Gustafsson, via Embryoid Bodies (EBs). To generate EBs, feeder-independent mESCs were grown in serum-free 2i media for 2–3 passages and further split at a density of 5.5 × 10^5^ cells/ml in EB medium (15 % knoc-kout Serum Replacement, 2 mM l-Glutamine (200 mM), 10 mM HEPES (1 M), 0.1 mM non-essential amino acids MEM (10 mM), 0.1 mM β-mercaptoethanol (50 mM), 10 µg/ml Gentamicin (10 mg/ml) in knoc-kout DMEM [high glucose with sodium pyruvate) (Invitrogen)] in a 100-mm non-adherent dish (non-tissue culture treated). The medium was replaced daily for 3 days with taking care of not to disturb cell aggregates. EBs were grown for 3 days in suspension and collected in a 50-mL conical tube containing 10 mL fresh EB medium, supplemented with 15 % ES-qualified FBS. EBs were transferred to gelatin-coated tissue culture plates at a ratio of 1:10 by gentle pipetting and cultured for 24 h at 37 °C and 5 % CO_2_. Medium was replaced by ITS–Fibronectin medium (495 ml knock-out DMEM/F12 without HEPES, 775 mg glucose, 36.5 mg l-glutamine, 1.2 g NaHCO_3_ (Invitrogen), and 5 ml ITS media supplement 100×, R and D systems). Recombinant bovine fibronectin (R and D Systems) was added to this medium at 5 µg/ml concentration. Cells were cultured for 6–8 days at 37 °C and 5 % CO_2_. ITS–Fibronectin medium was changed every other day. During this period, a monolayer grew from the attached EBs. ITS/Fibronectin medium was removed from the cell culture and the attached cells were washed twice with 10 mL of sterile DPBS. Cells were dissociated with Accutase solution and collected in a 15-mL tube containing ITS–Fibronectin medium by gentle pipetting. Cell clumps were removed (remnants of EB) by allowing the tube to stand just long enough to allow the cell clumps to settle to the bottom (about 5 min). Suspended cells were transferred to a new 15-mL tube by gentle pipetting and centrifuged for 5 min at 1500 rpm to pellet the cells. Cell pellets were resuspended in MN3FL medium (495 ml knock-out DMEM/F12 without HEPES, 775 mg glucose, 36.5 mg l-glutamine, 845 mg NaHCO_3_ (Invitrogen), 5 ml N2-Max media supplement 100×, 10 ng/ml FGF basic (R and D systems), and 1 µg/ml Laminin, Novus Biologicals). Cells were plated on poly-l-ornithine/laminin-coated dishes at a seeding density of 60,000 cells/cm^2^. Cells were fed MN3FL medium every day for 4–6 days until cell confluency reached close to 100 %. MN3FL medium was removed from the cell culture and attached cells were washed with sterile DPBS and dissociated with Accutase solution and passaged on poly-l-ornithine/laminin-coated dishes. Selected NPCs were grown further up to 6–10 passages.

For transfection with HA-ERβ, MEFs or ESCs were seeded onto 15-cm plates and transfected the following day using JetPRIME reagent (Polyplus transfection) according to the manufacturer’s protocol. One day after transfection, cells were harvested for ChIP.

For transfection with shRNA constructs, ESCs were seeded into 6-well dishes and transfected the following day using JetPRIME reagent according to the manufacturer’s protocol. Twenty-four hours after transfection, 1 μg/ml puromycin was added to the medium. Transfected cells were selected for 4 days changing medium daily, and harvested for RNA extraction.

Transfection for luciferase assays was performed using JetPEI (Polyplus transfection) in 24-well plates with 50 ng pRL-TK, 50 ng pSG5-hERβ, 100 ng 3× ERE-luc, and varying concentration 50, 150, and 300 ng) of pSHH25-TDG per well, according to the manufacturer’s protocol.

### RRBS

Library preparation for RRBS was carried out as described [61]. In brief, genomic DNA derived from wt and βerko MEFs was isolated using the QIAamp DNA mini kit (Qiagen). Three batches of genomic DNA of each cell type were pooled, and 1 μg was digested with 20 U MspI overnight. The reaction was stopped by addition of 1 μl 0.5 M EDTA and purified using MinElute gel extraction kit (Qiagen). Subsequently, DNA fragments were end-repaired and A-tailed by incubation with 5 U Klenow fragment (New England Biolabs Inc.) and 0.5 mM dATP and 0.05 mM dGTP and dCTP at 30 °C for 20 min followed by 20 min at 37 °C. After purification using the MinElute gel extraction kit, methylated Illumina standard adapters were ligated to the fragments overnight at 16 °C using 400 U T4 ligase (New England Biolabs Inc.). The fragments were then separated on a 3 % Nusieve 3:1 agarose 0.5× TBE gel and 160–340 bp fragments were excised and purified using the MinElute gel extraction kit. The purified DNA was subjected to two rounds of bisulfite conversion using the EZ DNA methylation kit (Zymo Research). Subsequently, the final library was prepared by 19 cycles of PCR amplification and purification using the MinElute gel extraction kit. Libraries were sequenced on the Illumina Genome Analyser IIx following the manufacturer’s protocol at the D-BSSE, ETH Basel. These data have been deposited in NCBI's Gene Expression Omnibus [64] and are accessible through GEO Series accession number GSE72230 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72230).

### RRBS methylation analyses

Mapping of obtained sequences was performed using the Genomatix mining station (http://www.genomatix.de/solutions/genomatix-mining-station.html). Annotation and correlation analyses were carried out using the Genomatix Regionminer. Statistical analyses were carried out using R [62] or GraphPad Prism. Statistical significance was assessed using the paired *t* test or Fisher exact test. The level of significance was selected as *p* < 0.05.

### Bisulfite treatment and pyrosequencing

Genomic DNA (200–500 ng) was bisulfite treated and purified using the EZ DNA Methylation kit (Zymo Research). One micro litre of the converted DNA was used for nested PCR amplification (for primer sequence see Additional file 8), and the PCR product was sequenced by pyrosequencing in a Pyromark Q24 (Qiagen).

### Methylation-sensitive restriction enzyme digest

Five micro gram of genomic DNA was digested with 50 U HpaII or 100 U MspI overnight. Subsequently, enzymes were removed by digest with proteinase K for 30 min at 40 °C and digested fragments were analysed by real-time PCR (primers listed in Additional file 8) using Rotor-Gene SYBR Green PCR Kit on a Rotor-Gene RG-3000 (Qiagen).

### RNA isolation, cDNA production, and real-time PCR

RNA was isolated using Tri (Sigma) according to the manufacturer’s recommendations. One microgram of total RNA was treated with DNAseI (New England Biolabs Inc.) and reverse transcribed using random hexamer primers (Fermentas). One microlitre of the resulting cDNA was used for real-time PCR using Rotor-Gene SYBR Green PCR kit on a Rotor-Gene RG-3000 (Qiagen). Gene transcripts were normalised to the *Gapdh* RNA content (primers listed in Additional file 8). All results are based on the ΔΔCT method and represent the mean of at least three independent experiments.

### Gene expression microarray analysis

Gene expression microarray data were generated using the Affymetrix^®^ Mouse Gene 1.1. ST platform. The data were processed using the Affy package with software R. Global background correction was performed through the robust multi-array average (RMA), and the statistical significance was calculated by the empirical Bayes model. The expression probes with adjusted *p* value less than 0.01 and with at least 0.5-fold change between two conditions are defined as differentially expressed probes.

### Motif enrichment analysis

Enriched transcription factor motifs as well as classical ERE motif finding were identified using Haystack software (PMID: 24395799) according to the manuals. Briefly, genomic regions containing 200 bp around the DMPs were selected for motif analysis and genomic regions containing 200 bp around the CpG sites that can be covered by RRBS experiments were chosen as the reference genome (background). The classical ERE motif was defined as the consensus sequence of GGTCAnnTGACC (PMID: 12824376).

### Chromatin immunoprecipitation

ChIP assays were performed as described [43] with minor modifications. Cells were grown to confluency on 15-cm dishes. Chromatin was cross-linked for 10 min with 1 % formaldehyde (Pierce Biotechnologies Inc.) and the reaction was stopped by addition of 125 mM glycine for 10 min. After washing twice with cold PBS, cells were harvested in PBS by centrifugation at 4 °C at 600*g*. Nuclei were isolated by sequential 5-min incubation on ice with 500 μl cold nucleus/chromatin preparation (NCP) buffer I (10 mM HEPES pH 6.5, 10 mM EDTA, 0.5 mM EGTA, 0.25 % Triton X-100) and twice cold NCP buffer II (10 mM HEPES pH 6.5, 1 mM EDTA, 0.5 mM EGTA, 200 mM NaCl). Pelleted nuclei were lysed in 200–400 μl lysis buffer [50 mM Tris–HCl pH 8.0, 1 mM EDTA, 0.5 % Triton X-100, 1 % SDS, 1 mM PMSF, 1× Complete (Roche)] for 10  min followed by sonication for 15 cycles (30 s on, 30 s off, power high) using a Bioruptor sonicator (Diagenode). After centrifugation at 4  °C and 14,000*g* for 10 min, chromatin concentration was estimated by absorbance at 260 nm. Hundred microgram (for HA, TDG and H3K9m3 ChIPs) or 50 µg (for H3K4m2 and H3K27m3 ChIPs) of chromatin were diluted ten times in IP buffer I (50 mM Tris–HCl pH 8.0, 1 mM EDTA, 150 mM NaCl, 0.1 % Triton X-100, 1 mM PMSF, 1× Complete) for HA and TDG ChIPs or IP buffer II (20 mM Tris–HCl pH 8.0, 2 mM EDTA, 150 mM NaCl, 1 % Triton X-100, 1 mM PMSF, 1× complete) for histone ChIPs. Diluted chromatin was pre-cleared at 4  °C for 1 h with 40 µl of a 50 % slurry of magnetic Protein G beads (Invitrogen) preblocked with 1 mg/ml BSA and 1 mg/ml tRNA. Pre-cleared chromatin was incubated with 2–5 µg of the respective antibody (listed in Additional file 9) overnight at 4  °C and immuno-complexes were precipitated with 40 µl of a 50 % slurry of blocked Protein G beads at 4  °C for 2 h. Subsequently, beads were serially washed with 500 µl wash buffer I (20 mM Tris–HCl pH 8.0, 2 mM EDTA, 150 mM NaCl, 0.1 % SDS, 1 % Triton X-100), 500 µl wash buffer II (20 mM Tris–HCl pH 8.0, 2 mM EDTA, 500 mM NaCl, 0.1 % SDS, 1 % Triton X-100), and 500 µl wash buffer III (10 mM Tris–HCl pH 8.0, 1 mM EDTA, 250 mM LiCl, 1 % sodium deoxycholate, 1 % NP-40). For TDG ChIPs, beads were washed once with 500 µl wash buffer I and twice with 500 µl wash buffer II. After two additional washes with 500 µl TE buffer (10 mM Tris–HCl pH 8.0, 1 mM EDTA), complexes were eluted by incubating twice with 250 µl extraction buffer (1 % SDS, 0.1 M NaHCO_3_) at 65  °C for 15 min. Crosslink was reversed by incubation at 65  °C for 4 h in the presence of 200 mM NaCl. Subsequently, proteins were removed by incubation with proteinase K (50 µg/ml) in the presence of 10 mM EDTA at 45  °C for 1 h, and DNA was purified by phenol/chloroform extraction and ethanol precipitation. The isolated DNA fragments were analysed by qPCR (primers listed in additional file 8) using Rotor-Gene SYBR Green PCR kit on a Rotor-Gene RG-3000 (Qiagen).

### GST-pulldown assays

GST-ERβ and GST were expressed in *E.coli* BL21 at 15 °C overnight upon induction with 0.2 mM IPTG. Cells were harvested and lysed in 2 ml GST buffer [10 mM Tris–HCl, pH 8; 50 mM NaCl; 5 % Glycerol; 1 mM DTT; 0.1 mM PMSF; 1× complete (Roche)] by sonication in a Bioruptor^®^ UDC-200 (Diagenode). After sonication, 1 % Triton X-100 was added to the lysates, and samples were gently mixed for 30 min at 4 °C and centrifuged at 12,000×*g* for 10 min at 4 °C. Lysates were centrifuged at 12,000×*g* for 10 min at 4 °C and supernatants transferred to fresh tubes and protein concentration was assessed using Bradford assay. Glutathione Sepharose high-performance beads (GE Healthcare) were prepared to 50 % slurry as described in the manufacturer’s protocol. The lysates were diluted in 500 µl GST buffer to a final total protein concentration of 0.8 µg/µl, 10 µl glutathione Sepharose 50 % slurry was added, and the mixture was incubated at 4 °C for 2 h with agitation. Three hundred and fifty nanogram recombinant hTDG was added, followed by incubation at 4 °C for 2 h with agitation. The beads were washed three times with GST washing buffer (10 mM Tris–HCl, pH 8; 80 mM NaCl; 5 % Glycerol) and once with GST wash buffer containing 150–300 mM NaCl. Proteins were eluted by boiling in Laemmli buffer at 95 °C for 5 min and analysed using SDS-PAGE followed by western blot. Band intensity was quantified using ImageJ.

### Western blot and far-western blot analyses

The insoluble fraction of luciferase assay-lysates containing chromatin-bound proteins was used for protein expression analysis by immunoblotting using anti-TDG, anti-ERβ, and anti-Hsp90 antibodies.

For far-western blot analysis, GST-tagged proteins were expressed as described above. GST-ERβ was purified by affinity chromatography using glutathione Sepharose (GE Healthcare) according to the manufacturer’s protocol. Proteins were eluted by boiling in Laemmli buffer at 95 °C for 5 min. Proteins were fractionated by SDS-PAGE and transferred to a nitrocellulose membrane. The proteins on the membrane were denatured by incubation with 6 M guanidine-HCl (GuHCl) in AC buffer (20 mM Tris–HCl, pH 7.6; 100 mM NaCl; 10 % Glycerol; 0.1 % Tween-20; 2 % skim milk powder; 1 mM DTT; 0.5 mM EDTA) for 30 min at RT, and renatured by washing steps with 3 M GuHCl for 30 min at RT, 1 M GuHCl for 30 min at RT, 0.1 M GuHCl for 30 min at 4 °C, and AC buffer only for 1 h at 4 °C. Upon blocking with 5 % skim milk powder in TBST for 1 h at RT, the membrane was incubated at 4 °C overnight with gentle shaking in protein-binding buffer (20 mM Tris–HCl, pH 8; 50 mM NaCl; 10 % Glycerol; 0.1 % Tween-20; 2 % skim milk powder; 1 mM DTT) containing 7–9 µg recombinant TDG [63]. The membranes were washed thoroughly 3 times with TBS containing 0.2 % NP-40. Subsequently, bound proteins were detected using antibodies against TDG and GST.

### Yeast two-hybrid analysis of ERβ–TDG interaction

The Matchmaker™ yeast two-hybrid system (Clontech) was used. Bait and trait proteins were cloned into plasmids encoding the binding and AD of the Gal4 protein, respectively. The *S. cerevisiae* strains AH109 (*MATa, trp1*–*901, leu2*–*3, 112, ura3*–*52, his3*–*200, gal4*Δ*, gal80*Δ, *LYS2::GAL1*_UAS_–*GAL1*_TATA_–*HIS3, MEL1, GAL2*_UAS_–*GAL2*_TATA_–*ADE2, URA3::MEL1*_UAS_–*MEL1*_TATA_–*lacZ)* and Y187 (*MATα, ura3*–*52, his3*–*200, ade2*–*101, trp1*–*901, leu2*–*3, 112, gal4*Δ*, met*^−^*, gal80*Δ*, URA3::GAL1*_UAS_–*GAL1*_TATA_–*lacZ*) were co-transformed with 50–500 ng of bait and trait plasmids according to the Clontech manual. For AH109, interactions were assessed by spotting serial dilutions of cells on selective medium (SC-LEU-TRP-ADE-HIS) and incubating them for 2–4 days at 30 °C. β-Galactosidase activity was assayed using the Y187 strain (Clontech manual). Briefly, 10^6^ cells were dropped on SC medium selecting for the plasmids (SC-LEU-TRP) and grown for 24 h at 30 °C. Cells were transferred to filter paper (Filtrak, 80 g/m^2^) before snap-freezing in liquid nitrogen and subsequent thawing for cell lysis. The filter with the lysed cells was soaked with 2 ml of Z buffer (100 mM Na phosphate buffer pH 7.0, 10 mM KCl, 1 mM MgSO_4_, 33 µM β-mercaptoethanol, 817 µM X-Gal) and incubated at 30 °C for up to 17 h.

### Luciferase assays

Four hours after transfection, 10 nM E2 was added to the medium. The next day, luciferase reporter assays were performed using the Dual-Luciferase^®^ Reporter Assay System (Promega) according to the manufacturer’s protocol: cells were lysed in passive lysis buffer (Promega) and firefly and renilla luciferase activity measured in 96-well plates using a luminometer Centro LB 960 (Berthold technologies).

## Additional files

10.1186/s13072-016-0055-7 Additional DNA methylation and gene expression analyses. A: DNA methylation of regions surrounding DMPs. DNA methylation of four additional differentially methylated genes in wt, βerko, and βerkohERβ MEFs, assessed by pyrosequencing of bisulfite-treated DNA. Black arrows mark DMPs identified by RRBS. B: Effect of the ERβ-agonist DPN on DNA methylation of identified target genes. DNA methylation of differentially methylated genes in wt, βerko, and βerkohERβ MEFs upon 0, 6, 24, and 96 h treatment with 10 nM DPN, assessed by pyrosequencing of bisulfite-treated DNA. C: Effect of the ERβ-agonist DPN on expression of identified target genes. Gene expression analysis in wt, βerko, and βerkohERβ MEFs upon a 0 and 6 h treatment with 10 nM DPN, analysed by RT-qPCR.
10.1186/s13072-016-0055-7 Genes differently expressed in wt and βerko MEFs. List of genes that show changed expression in βerko compared to wt MEFs assessed by microarray gene expression analyses using the Affymetrix^®^ Mouse Gene 1.1. ST platform. The list includes fold change, *p* value, chromosomal location, gene name and annotation.
10.1186/s13072-016-0055-7 Genes differently expressed in βerko and βerkohERβ MEFs. List of genes that show changed expression in βerkohERβ compared to βerko MEFs assessed by microarray gene expression analyses using the Affymetrix^®^ Mouse Gene 1.1. ST platform. The list includes fold change, *p* value, chromosomal location, gene name and annotation.
10.1186/s13072-016-0055-7 Genomic location of the identified EREs.
10.1186/s13072-016-0055-7 Links to enriched transcription factor motifs identified using Haystack software.
10.1186/s13072-016-0055-7 Links to enriched transcription factor motifs identified using Haystack software.

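Both supplements list, for each motif, the percentage of target regions and of background regions that contain it, a ratio of target to background, and p and q values. The target regions are the hypomethylated DMPs in Additional file 5 and the hypermethylated DMPs in Additional file 6. Additional file 6 names RRBS regions as its background, and Additional file 5 names a random background. A ratio in these lists is relative to the background of its own run, so that ratios from runs with different backgrounds are not on the same footing.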

10.1186/s13072-016-0055-7 Model of ERβ-TDG interaction and its effects. ERβ binds to regulatory regions of target genes and recruits TDG to these places. This interaction enhances gene expression on one hand and affects DNA methylation on the other hand. The effects on the DNA methylation pattern depends on the activity of the respective gene in a given cell type.
10.1186/s13072-016-0055-7 Primers used for real-time PCR and Pyrosequencing. MSD: methylation sensitive restriction enzyme digest, pyro: pyrosequencing.

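In the restriction digest, DNA is cut with an enzyme that does not cut methylated sites, and PCR across the site then yields product from methylated DNA. Primer pairs were located by a search of NCBIM37 for both primers, with at most 4 mismatches in each and a stretch of 14 bases that had to match without one. The pairs Hypo5, Hypo7, Hypo8 and Hyper3 were not located in this search and were not used here. The pair Hypo10 was left out of the search and was not used either.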

10.1186/s13072-016-0055-7 Antibodies used for western blotting and ChIP.

## Abbreviations

5caC: 5-carboxylcytosine
5fC: 5-formylcytosine
5hmC: 5-hydroxymethylcytosine
5mC: 5-methylcytosine
AD: activation domain
AP2: activator protein 2
ARNT: aryl hydrocarbon receptor nuclear translocator
BD: binding domain
BSA: bovine serum albumin
CGI: CpG island
ChIP: chromatin immunoprecipitation
DMEM: Dulbecco’s modified eagle medium
DMPs: differentially methylated positions
DNMT: DNA methyl-transferase
DPN: diarylpropionitrile
E2: 17-β-estradiol
EDTA: ethylene diamine tetraacetic acid
EGTA: ethylene glycol tetraacetic acid
ERα: oestrogen receptor α
ERβ: oestrogen receptor β
ERE: oestrogen response element
ESCs: embryonic stem cells
FCS: foetal calf serum
Glut4: glucose transporter 4
GO: gene ontology
GST: glutathion-S-transferase
H3K4m3: lysine 4 tri-methylation at histone H3
H3K27m3: lysine 27 tri-methylation at histone H3
H3K9m3: lysine 9 tri-methylation at histone H3
HA: hemagglutinin
IPTG: isopropyl-β-d-thiogalactopyranoside
LIF: leukaemia inhibitory factor
LMR: low methylated regions
MEFs: mouse embryonic fibroblasts
Myog: myogenin
NPC: neuronal precursor cell
NR: nuclear receptor
NRF1: nuclear respiratory factor-1
PMSF: phenylmethylsulfonyl fluoride
Rfx: regulatory factor for X-box
RRBS: reduced representation bisulfite sequencing
SDS: sodium dodecyl sulphate
shRNA: small hairpin RNA
RXR: retinoid X receptor
Stat: signal transducers and activators of transcription
SUMO: small ubiquitin-related modifier
TDG: thymine DNA glycosylase
TET: ten-eleven translocation
wt: wildtype

# Supplementary material for: Oestrogen receptor β regulates epigenetic patterns at specific genomic loci through interaction with thymine DNA glycosylase
**Source:** Epigenetics Chromatin. 2016 Feb 16;9:7. doi: 10.1186/s13072-016-0055-7
**Supplement:** Supplementary file 5 — 10.1186/s13072-016-0055-7 Links to enriched transcription factor motifs identified using Haystack software.

Haystack - Motif enrichment Analysis

Haystack Motif Enrichment Analysis Tool

Target Coordinates: ./hypo.bed (6016)
  
Background Coordinates: random\_background (12032)
  
Motifs database file:/opt/apps/Haystack/motif\_databases/JASPAR\_CORE\_2014\_vertebrates.meme
  
Command used: */opt/apps/Haystack/bin/haystack\_motifs ./hypo.bed mm9*

| Motif ID | Motif Name | Presence in Target | Presence in BG | Ratio | p-value | q-value | Central Enrichment | Motif Profile | Logo | Regions with Motif | Nearby Genes |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0028.1 | ELK1 | 13.30% | 6.50% | 1.91 | 1.15e-49 | 2.87e-48 | 2.09 |  |  | list of regions | genes list |
| MA0131.1 | HINFP | 3.97% | 1.65% | 1.87 | 2.69e-20 | 3.36e-19 | 1.69 |  |  | list of regions | genes list |
| MA0506.1 | NRF1 | 37.70% | 25.37% | 1.47 | 1.83e-64 | 9.17e-63 | 1.55 |  |  | list of regions | genes list |
| MA0259.1 | HIF1A::ARNT | 9.13% | 5.93% | 1.46 | 6.29e-15 | 4.49e-14 | 1.29 |  |  | list of regions | genes list |
| MA0074.1 | RXRA::VDR | 5.12% | 3.46% | 1.37 | 1.55e-07 | 4.83e-07 | 1.14 |  |  | list of regions | genes list |
| MA0067.1 | Pax2 | 3.72% | 2.57% | 1.32 | 2.12e-05 | 5.29e-05 | 1.31 |  |  | list of regions | genes list |
| MA0156.1 | FEV | 5.27% | 3.76% | 1.32 | 3.14e-06 | 8.26e-06 | 1.12 |  |  | list of regions | genes list |
| MA0470.1 | E2F4 | 29.27% | 22.49% | 1.29 | 6.50e-23 | 1.08e-21 | 1.32 |  |  | list of regions | genes list |
| MA0509.1 | Rfx1 | 10.94% | 8.27% | 1.29 | 7.33e-09 | 2.62e-08 | 1.39 |  |  | list of regions | genes list |
| MA0076.2 | ELK4 | 14.66% | 11.29% | 1.27 | 1.81e-10 | 1.13e-09 | 1.58 |  |  | list of regions | genes list |
| MA0527.1 | ZBTB33 | 13.23% | 10.29% | 1.26 | 5.76e-09 | 2.40e-08 | 1.51 |  |  | list of regions | genes list |
| MA0062.2 | GABPA | 14.56% | 11.38% | 1.26 | 1.59e-09 | 7.21e-09 | 1.69 |  |  | list of regions | genes list |
| MA0600.1 | RFX2 | 11.70% | 9.11% | 1.26 | 6.38e-08 | 2.13e-07 | 1.27 |  |  | list of regions | genes list |
| MA0024.2 | E2F1 | 24.70% | 19.53% | 1.25 | 2.36e-15 | 1.97e-14 | 1.29 |  |  | list of regions | genes list |
| MA0059.1 | MYC::MAX | 6.00% | 4.75% | 1.22 | 4.13e-04 | 8.59e-04 | 1.28 |  |  | list of regions | genes list |
| MA0048.1 | NHLH1 | 22.62% | 18.62% | 1.20 | 3.24e-10 | 1.62e-09 | 1.39 |  |  | list of regions | genes list |
| MA0145.2 | Tcfcp2l1 | 26.35% | 22.06% | 1.19 | 2.09e-10 | 1.16e-09 | 1.47 |  |  | list of regions | genes list |
| MA0014.2 | PAX5 | 23.30% | 19.56% | 1.18 | 6.66e-09 | 2.56e-08 | 1.43 |  |  | list of regions | genes list |
| MA0107.1 | RELA | 7.18% | 5.94% | 1.18 | 1.51e-03 | 3.01e-03 | 1.02 |  |  | list of regions | genes list |
| MA0519.1 | Stat5a::Stat5b | 6.18% | 5.11% | 1.18 | 3.15e-03 | 5.83e-03 | 1.13 |  |  | list of regions | genes list |
| MA0146.2 | Zfx | 41.26% | 35.03% | 1.17 | 4.41e-16 | 4.41e-15 | 1.40 |  |  | list of regions | genes list |
| MA0510.1 | RFX5 | 18.72% | 15.87% | 1.17 | 1.82e-06 | 5.06e-06 | 1.31 |  |  | list of regions | genes list |
| MA0101.1 | REL | 7.10% | 6.01% | 1.16 | 5.41e-03 | 9.34e-03 | 1.10 |  |  | list of regions | genes list |
| MA0524.1 | TFAP2C | 37.18% | 33.24% | 1.12 | 1.69e-07 | 4.96e-07 | 1.34 |  |  | list of regions | genes list |
| MA0138.2 | REST | 24.88% | 22.27% | 1.11 | 9.84e-05 | 2.24e-04 | 1.34 |  |  | list of regions | genes list |
| MA0003.2 | TFAP2A | 32.98% | 29.95% | 1.10 | 3.58e-05 | 8.54e-05 | 1.33 |  |  | list of regions | genes list |
| MA0597.1 | THAP1 | 22.89% | 20.86% | 1.09 | 1.86e-03 | 3.58e-03 | 1.32 |  |  | list of regions | genes list |
| MA0139.1 | CTCF | 28.56% | 26.51% | 1.07 | 3.82e-03 | 6.83e-03 | 1.28 |  |  | list of regions | genes list |

Haystack was built by Luca Pinello at Yuan Lab | Contact Author

# Supplementary material for: Oestrogen receptor β regulates epigenetic patterns at specific genomic loci through interaction with thymine DNA glycosylase
**Source:** Epigenetics Chromatin. 2016 Feb 16;9:7. doi: 10.1186/s13072-016-0055-7
**Supplement:** Supplementary file 6 — 10.1186/s13072-016-0055-7 Links to enriched transcription factor motifs identified using Haystack software.

Haystack - Motif enrichment Analysis

Haystack Motif Enrichment Analysis Tool

Target Coordinates: ./hyper.bed (2055)
  
Background Coordinates: RRBS\_background.bed (4110)
  
Motifs database file:/opt/apps/Haystack/motif\_databases/JASPAR\_CORE\_2014\_vertebrates.meme
  
Command used: */opt/apps/Haystack/bin/haystack\_motifs ./hyper.bed mm9 --bed\_bg\_filename RRBS\_background.bed*

| Motif ID | Motif Name | Presence in Target | Presence in BG | Ratio | p-value | q-value | Central Enrichment | Motif Profile | Logo | Regions with Motif | Nearby Genes |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0091.1 | TAL1::TCF3 | 6.42% | 4.18% | 1.43 | 1.75e-04 | 2.01e-03 | 1.17 |  |  | list of regions | genes list |
| MA0499.1 | Myod1 | 18.98% | 14.01% | 1.33 | 6.14e-07 | 5.65e-05 | 1.42 |  |  | list of regions | genes list |
| MA0500.1 | Myog | 18.54% | 13.80% | 1.32 | 1.58e-06 | 7.29e-05 | 1.41 |  |  | list of regions | genes list |
| MA0521.1 | Tcf12 | 17.57% | 13.38% | 1.29 | 1.66e-05 | 4.11e-04 | 1.39 |  |  | list of regions | genes list |
| MA0519.1 | Stat5a::Stat5b | 8.37% | 6.33% | 1.28 | 3.57e-03 | 2.23e-02 | 1.10 |  |  | list of regions | genes list |
| MA0144.2 | STAT3 | 10.51% | 8.03% | 1.27 | 1.43e-03 | 1.10e-02 | 1.19 |  |  | list of regions | genes list |
| MA0092.1 | Hand1::Tcfe2a | 7.64% | 5.79% | 1.27 | 5.79e-03 | 3.33e-02 | 1.11 |  |  | list of regions | genes list |
| MA0522.1 | Tcf3 | 19.51% | 15.13% | 1.27 | 1.79e-05 | 4.11e-04 | 1.33 |  |  | list of regions | genes list |
| MA0510.1 | RFX5 | 16.11% | 12.55% | 1.26 | 1.63e-04 | 2.01e-03 | 1.43 |  |  | list of regions | genes list |
| MA0002.2 | RUNX1 | 12.85% | 10.00% | 1.26 | 8.57e-04 | 7.89e-03 | 1.22 |  |  | list of regions | genes list |
| MA0065.2 | PPARG::RXRA | 21.17% | 17.03% | 1.23 | 9.37e-05 | 1.44e-03 | 1.11 |  |  | list of regions | genes list |
| MA0103.2 | ZEB1 | 12.94% | 10.41% | 1.22 | 3.63e-03 | 2.23e-02 | 1.28 |  |  | list of regions | genes list |
| MA0003.2 | TFAP2A | 26.28% | 21.46% | 1.21 | 2.64e-05 | 4.86e-04 | 1.55 |  |  | list of regions | genes list |
| MA0088.1 | znf143 | 17.76% | 14.57% | 1.20 | 1.37e-03 | 1.10e-02 | 1.13 |  |  | list of regions | genes list |
| MA0524.1 | TFAP2C | 27.98% | 24.21% | 1.15 | 1.56e-03 | 1.10e-02 | 1.48 |  |  | list of regions | genes list |

Haystack was built by Luca Pinello at Yuan Lab | Contact Author

# Supplementary material for: Oestrogen receptor β regulates epigenetic patterns at specific genomic loci through interaction with thymine DNA glycosylase
**Source:** Epigenetics Chromatin. 2016 Feb 16;9:7. doi: 10.1186/s13072-016-0055-7
**Supplement:** Supplementary file 8 — 10.1186/s13072-016-0055-7 Primers used for real-time PCR and Pyrosequencing. MSD: methylation sensitive restriction enzyme digest, pyro: pyrosequencing.

**Primers used for real-time PCR and Pyrosequencing.** MSD: methylation sensitive restriction enzyme digest, pyro: pyrosequencing.

| Target                       | PCR primers                                                                                                                       | Sequencing primer                                | Method       |
|------------------------------|-----------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|--------------|
| Hypo1                        | for: TACCTAGCGGGTGGACATTC<br>rev: TCCGGGTCTGCAGTAGAGTC                                                                            |                                                  | MSD          |
| Hypo2<br>( <i>Dyx1c1</i> )   | for: GGCTTCCTAGCGACGTAAAG<br>rev: TTTCCCCACAGAATACGTCAG                                                                           |                                                  | MSD,<br>ChIP |
| Hypo3                        | for: AGAGCTGCAAGGCAGATGAT<br>rev: TTTGCCTCCAAGAATCCAT                                                                             |                                                  | MSD          |
| Hypo4                        | for: TTCATGGGGAATTAACGCATA<br>rev: AAGGATGACGCACACTCTTTC                                                                          |                                                  | MSD          |
| Hypo5                        | for: CTCTGAGTGTGTTGTCCCTGTG<br>rev: CTACTCCAATTCCAGGGCAT                                                                          |                                                  | MSD          |
| Hypo6                        | for: TGTGTTCCGTACCACCATTG<br>rev: GGTCTACCCGCACTTTTCA                                                                             |                                                  | MSD          |
| Hypo7                        | for: GAGCCAGAGCCATACTC<br>rev: ACCCTTTAAGGCAGGGATA                                                                                |                                                  | MSD          |
| Hypo8<br>( <i>HoxD9</i> )    | for: CCCAGTTTAGCGGACTGATT<br>rev: CTGCAGCCACCATTG                                                                                 |                                                  | MSD,<br>ChIP |
| Hypo9                        | for: AAAACTTCGGCCAACATGAG<br>rev: TGAGCCTGCAGTTCTCTGTG                                                                            |                                                  | MSD          |
| Hypo10                       | for: GCCCTCAATCGCAGACACTA<br>rev: GTTTTAACTGCCAGCCATGC                                                                            |                                                  | MSD          |
| Hyper1<br>( <i>HoxA9</i> )   | for: GTGAGTGTCAAGCGTGGGACAGTCA<br>rev: CTCTCCTTCGCGGGCTTAC                                                                        |                                                  | MSD,<br>ChIP |
| Hyper2<br>( <i>HoxA10</i> )  | for: AGCTCGCTAGTCCCTTTTCT<br>rev: GTCGAGCCAGAGGCCAGT                                                                              |                                                  | MSD,<br>ChIP |
| Hyper3                       | for: ACTGGCCTCTGGCTCGAC<br>rev: CACCACCCACTCTGGTTTG                                                                               |                                                  | MSD          |
| Hyper4<br>( <i>Thfaip2</i> ) | for: GCCCCCAACACTGGACTC<br>rev: GGGCCCTCCTAAAATAGTCG                                                                              |                                                  | MSD,<br>ChIP |
| Hyper5                       | for: TGCTGTCTGTCATTTGCTCTG<br>rev: CTCCAGGCCTCTGAGGAAG                                                                            |                                                  | MSD          |
| Hyper6<br>( <i>Pitx1</i> )   | for: TTGTCTGCAGCAGGTAGGAA<br>rev: CTGGATGGAGGGAGGGAAG                                                                             |                                                  | MSD,<br>ChIP |
| Hyper7                       | for: CTATTCAGTCGGAGCCATC<br>rev: GGAATGGGCCTGAGAAACA                                                                              |                                                  | MSD          |
| Hyper8                       | for: GACCGTCCCTGCAGAGTTAT<br>rev: CGGGGCTGCAGTTAATAAAG                                                                            |                                                  | MSD          |
| <i>Dyx1c1</i>                | for:<br>TTGTAATATTTAATATAGTGGGAGAT<br>for_nest: AGGGTAGGAAGTGATGGTAATT<br>rev:<br>AAAAAATTAACCTTCAAATAACTTTCC<br>(biot)           | Seq1: GGAAGTGATGGTAATTT<br>Seq2: AGTGGTTGTGTAGTT | Pyro         |
| <i>HoxA9</i>                 | for:<br>TAGTTAGGGATAAAGTGTGAGTGTTAA<br>G<br>for_nested:<br>GTGAGTGTTAAGAGTGGGATAGTTAT<br>rev: ACTACAATATATCATCACCACCACC<br>(biot) | GTTAATGTTATAAGGT                                 | Pyro         |
| <i>Pitx1</i>                 | for: TGTGTTGTTTGTGAAGTGAGTG<br>rev: ATTCCCAAACCCCTAAATAAAA<br>(biot)                                                              | TTTGTGTTGTAGTAGGTAGGAA<br>TG                     | Pyro         |
| <i>Esrrg</i>                 | for:<br>TATTAAGAAAATAGGGAAGGTATTATG<br>A                                                                                          | GGAAGGTATTATGAAGTTTT<br>GGGTTATAGG               | Pyro         |

|                                 |                                                                                                                                  |                                  |          |
|---------------------------------|----------------------------------------------------------------------------------------------------------------------------------|----------------------------------|----------|
|                                 | rev: CCTCCTTAAACTAAACTCCC (biot)                                                                                                 |                                  |          |
| <i>HoxA11</i>                   | for: AGAAGGGGTTTTAAGTAGT<br>rev: CCACCCACCTTATCCTCAA (biot)                                                                      | GGAGGAGAAGGAGAGA                 | Pyro     |
| <i>Trim2</i>                    | for: TATAGTAGATTTTTTAAAAGGGGGT<br>rev: CTCAAACCTACCAAAAAACCTTATA<br>rev_nest:<br>AAAAAAAACAACATAAAACTAAACC<br>(biot)             | GTTGTGAATAGAGGTATTGG<br>ATAAGTGA | Pyro     |
| <i>Fstl4</i>                    | for: GTGAAGTTAGAGGGGATAAATAGTGA<br>for_nested:<br>GGGTTTTTTTGTGTTTGTAGGTTTAG<br>rev:<br>TTTCCTAAACAAATTAATCCCTTAATAT<br>C (biot) | AGGTTTAGATATTTTTTTTAT            | Pyro     |
| <i>Dyx1c1</i>                   | for: TGC GCGATGCTGACGTATT<br>rev: AGAAAGGCTATCCCACAGAACT                                                                         |                                  | RT-qPCR  |
| <i>HoxD9</i>                    | for: GCCACTACGGGATTAAGCCTG<br>REV: GCGGAGCACTCAGTCCTTT                                                                           |                                  | RT-qPCR  |
| <i>HoxA9</i>                    | for: GGCCTTATGGCATTAAACCTGA<br>rev: ACAAAGTGTGAGTGTCAAGCG                                                                        |                                  | RT-qPCR  |
| <i>HoxA10</i>                   | for: GGAAGCATGGACATTCAGGT<br>rev: CCAGGCAAGCAAGACCTTAG                                                                           |                                  | RT-qPCR  |
| <i>Tnfrif2</i>                  | for: AGGAGGAGTCTGCGAAGAAGA<br>rev: GGCAGTGGACCATCTAACTCG                                                                         |                                  | RT-qPCR  |
| <i>Pitx1</i>                    | for: ATCGTCCGACGCTGATCTG<br>rev: GCTTGTGAAGTGAGTGCGTT                                                                            |                                  | RT-qPCR  |
| <i><math>\beta</math>-actin</i> | for: CGTCGACAACGGCTCCGGCATG<br>rev: CCACCATCACACCCTGGTGCCTAGG                                                                    |                                  | RT-qPCRs |

# Supplementary material for: Oestrogen receptor β regulates epigenetic patterns at specific genomic loci through interaction with thymine DNA glycosylase
**Source:** Epigenetics Chromatin. 2016 Feb 16;9:7. doi: 10.1186/s13072-016-0055-7
**Supplement:** Supplementary file 9 — 10.1186/s13072-016-0055-7 Antibodies used for western blotting and ChIP.

### Antibodies used for western blotting and ChIP

| Name                         | Company/Reference      | Method            |
|------------------------------|------------------------|-------------------|
| $\alpha$ -TDG 141 Salasso    | P. Schär <sup>1</sup>  | Western blot/ChIP |
| $\alpha$ -ER $\beta$ LBD IgG | M. Warner <sup>2</sup> | Western blot/ChIP |
| $\alpha$ -GST                | GE Healthcare          | Western blot      |
| $\alpha$ -Hsp90 F-8          | Santa Cruz             | Western blot      |

1. Hardeland U, Steinacher R, Jiricny J, Schar P. Modification of the human thymine-DNA glycosylase by ubiquitin-like proteins facilitates enzymatic turnover. The EMBO journal 2002; 21:1456-64.
2. Saji S, Jensen EV, Nilsson S, Rylander T, Warner M, Gustafsson JA. Estrogen receptors alpha and beta in the rodent mammary gland. Proceedings of the National Academy of Sciences of the United States of America 2000; 97:337-42.

How the deposited data were processed for this re-analysis (not part of the article)

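RRBS was carried out by the authors on wt and βerko MEFs, with 1 library per cell type and DNA of 3 batches pooled in each. Reads were mapped by the authors with the Genomatix Mining Station, whose version the paper's text does not give. The authors deposited a table with the percent methylation of cytosines covered in both libraries, without coverage, and tables of the DMPs in which the values are whole read counts per position and library. The DMP tables also hold the authors' annotation from RegionMiner. Positions were compared with the genome build NCBIM37, where each was a cytosine of a CpG, before any coordinate was used.

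From these tables, DMPs were counted by the criterion of the paper, more than 4 reads in both libraries and methylation below 20 % in one and above 80 % in the other. Read counts of each DMP were compared by a two-sided Fisher's exact test. The planned test of all sites was not run, because coverage was used only at DMPs. The Benjamini-Hochberg adjustment was made over 826937 positions with every untested position at a p-value of 1, and the threshold was an adjusted p-value of 0.05. The tests compare 2 libraries and give no estimate of the spread between cultures or animals. Depth at DMPs reached 208 reads in wt and 159 reads in βerko MEFs at hypomethylated DMPs, and 259 and 130 reads at hypermethylated DMPs. Confidence intervals of shares are Wilson intervals at 95 %, and intervals of single positions in the amplicons are exact.

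Clusters had at least 3 DMPs with gaps of at most 100 bp. Neighbouring CpGs were those within 100 bp, and a neighbourhood was called unchanged below a mean difference of 20 percentage points. For tests in which neighbouring DMPs would count repeatedly, 1 DMP was also taken per run of same-direction DMPs within 500 bp. Backgrounds of covered positions or CpGs were not thinned in this way. Features were taken from the authors' annotation and, for backgrounds, from GENCODE gene models on NCBIM37. Words were searched within 100 bp of each CpG, and the form of the oestrogen response element that the paper's methods give was added after the other words had been counted. Permutation tests used 100000 permutations and the random seed 1. Calculations were made in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.

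The procedures were tested on simulated data. Fisher's exact test found 170 of 200 changed positions, 97 of 97 with at least 20 reads in both libraries, and called 1 of 20000 unchanged positions. Of 50 simulated clusters, 50 were found.

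The definition of clusters and the rule for the positions named were set before the data were examined. Named were DMPs assigned to the target genes in the paper and its primer table, covered positions at Esr2, Tdg and Slc2a4, and the 3 clusters with the most DMPs in each direction. Primer pairs and the Hox genes as a family lie outside this rule. For the comparisons of MspI ends and of CpGs per read, a read length of 36 bases was assumed. Alternatives were tried for the coverage minimum, the methylation thresholds, merged strands, chromosomes, the definition of clusters, runs of DMPs and the rule for gene names. Expression, histone, ChIP and 5-formylcytosine data were not analysed here. Overlaps with supplementary lists were not computed.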

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

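The comparison of positions around Esr2 was chosen after its result had been seen, and the comparison of chromosome windows before. Its measure was changed from runs of DMPs to the share of DMPs after a first version had been run. By either measure, 8 other windows were as high.

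The largest hypomethylated clusters were in 4930548F15Rik with 35 DMPs, in Fam59b with 29 DMPs and at Hoxa5, Hoxa3 and 2700086A05Rik with 28 DMPs. The hypermethylated cluster nearest to Zfp503 had 6 DMPs and the one in AI464131 had 5 DMPs. They stand out because the paper reports the number of clusters and does not name these. Each DMP in them was part of the test of counting error, but the clusters were not tested as units. In the hypomethylated clusters, the mean of the DMPs was at least 95.6 % in wt and at most 8.94 % in βerko MEFs. The median reads were at least 11 and 69. In the hypermethylated clusters named here, it was at most 8.83 % and at least 97.2 %, at medians of at least 39 and 22 reads. These values argue against counting error, although reads from PCR are not independent molecules. With 1 library per genotype, a difference between genotypes was not separated from another difference between the cell lines, and no biological explanation was tested.

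Outside the deposited DMP tables, 16886 positions were lower in βerko MEFs by more than 50 percentage points, and 9182 were higher by more than 50 percentage points. Positions of those tables with exactly 4 reads in a library are thus not among them. They lie outside the thresholds that the paper set. Their coverage was not used here, so that counting error was not tested for them, and no biological explanation was tested.

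Esr2, the targeted gene, had 2 hypomethylated DMPs. They stand out because the paper does not report methylation at its targeted gene by name, although the primer pair Hypo1 of its Table 3 lay within 200 bp of the DMP at 77277805. If the targeted allele carried another sequence there, so that reads came from elsewhere, neighbouring CpGs would show no difference. The other 20 covered positions within 2 kb of the DMPs had a median difference of -2.64 percentage points, with 5 positions lower and 1 higher by more than 20 points. The median decides nothing, because many of these positions were already unmethylated in wt MEFs and had no room to fall. Among the 9 positions with at least 20 % methylation in wt MEFs, the median was -36.7 points and 5 were lower, but this subset was picked after the values were seen and is not used as a test. Whether the allele or the loss of the receptor underlies these DMPs cannot be told apart from these values. The paper's restriction digest also found Hypo1 less methylated in βerko MEFs. The paper further reports that re-introduced ERβ did not restore wt methylation at hypomethylated DMPs. A chromosome segment from another mouse strain around Esr2 would raise the share of DMPs near the gene. Within 10 Mb of Esr2, 1.33 % of covered positions were DMPs, against a median of 0.814 % in 93 other autosomal windows of the same size. A share as high was reached in 8 of those windows, which neither sets the region apart nor excludes such a segment, so this cannot be told apart from variation between windows.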

How the results depend on the processing

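No paired analysis was possible because there was 1 library per cell type. Alternatives named as added were chosen after the data were seen. For 21 results, 99 alternative values were computed, of which 71 stayed within the limit set for the result (1.5 times a count, the confidence interval of a share, or direction and side of the threshold of a test) and 28 moved. In each alternative that was run, hypomethylated DMPs, their clusters and their genes outnumbered the hypermethylated ones.

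With at least 20 reads in both libraries there were 2912 hypomethylated and 1162 hypermethylated DMPs, and all of them passed Fisher's exact test. With thresholds of 10 and 90 % methylation there were 1760 and 428 DMPs, of which 1672 and 394 passed. With thresholds of 30 and 70 % and no further coverage minimum, an added alternative, there were 13929 and 6299. These follow from the construction of the alternatives, which keep fewer or more positions. The other alternatives gave from 4604 to 6016 hypomethylated and from 1610 to 2055 hypermethylated DMPs.

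With both strands of a CpG merged as an unweighted mean, wt MEFs had 49.4 % unmethylated, 33.2 % fully methylated and 17.4 % intermediate CpGs, βerko MEFs had 52.4, 32.3 and 15.3 %, and 73.8 % were unmethylated in both or fully methylated in both. These shifts exceed the confidence intervals, which are narrow because of the number of positions. The cause was not tested.

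With at least 2 DMPs per cluster there were 903 hypomethylated clusters, and 120 hypermethylated clusters with 282 CpGs. With at least 4 DMPs there were 248 hypomethylated clusters, and 10 hypermethylated clusters with 45 DMPs. With at least 5 DMPs there were 174 hypomethylated clusters with 1448 DMPs, and 4 hypermethylated clusters with 21 DMPs. Gaps from 50 to 500 bp gave from 393 to 453 hypomethylated and from 26 to 31 hypermethylated clusters.

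With overlapped genes alone, an added alternative, there were 1027 genes for hypermethylated DMPs. The odds ratios of features kept their direction and an adjusted p below 0.05 in Fisher's exact test under the 4 alternatives that were run, 1 of them added, from 3.47 to 4.74 for promoters and from 2.50 to 4.20 for exons.

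Not run were the per-site test over all sites with its alternatives, the class shares with a coverage minimum, the thresholds of 30 and 70 % under the coverage minimum, and the per-site test with merged strands or with those thresholds, because coverage was used only at DMPs. The highest 1 % of coverage was taken over DMPs alone. For single DMPs the depth limits the result: 5 reads in each library cannot pass the adjusted test.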

Differences from the paper's values

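The paper gives 300000 CpGs as covered by the screen, and the table of both libraries holds 756270 CpGs. None of the alternatives set before the data were examined was recomputed for this number. The share of all CpGs of the genome was 3.54 %, against the paper's 2.5 %.

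The paper counts 636 potential oestrogen response elements around all DMPs. Here, 4 CpGs with a DMP had the word of the paper's methods, GGTCANNTGACC, within 100 bp. The paper counts elements and the number here is of CpGs. None of the alternatives set before the data were examined was recomputed for this number. With at most 1 mismatch to GGTCANNNTGACC, another word, there were 27 CpGs with a hypomethylated and 18 with a hypermethylated DMP.

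The other values of the paper that were compared, on coverage, methylation classes, DMPs, clusters, genes and features, lay within 1.5 times those found here. Some settings gave the paper's numbers exactly. With every position of the deposited tables, which include positions with 4 reads, there were 6016 hypomethylated and 2055 hypermethylated DMPs, as in the paper; this setting was chosen after seeing the values. With at least 4 reads and gaps of at most 500 bp there were 466 hypomethylated and 32 hypermethylated clusters, and 133 hypermethylated positions in clusters. These are the paper's numbers, although the paper counts CpGs in clusters. The hypomethylated clusters held 2923 positions, near but not equal to the number the paper writes in words. This setting too was chosen after seeing the values. No rule for gene names that was run gave the paper's 2475 and 1494 genes.

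The paper's Additional file 6 lists AP2 motifs as enriched around hypermethylated DMPs relative to RRBS regions. The AP2 word used here had an odds ratio of 0.467 at hypermethylated DMPs relative to all other covered CpGs. Additional file 5 lists NRF1 as enriched around hypomethylated DMPs relative to random regions, and the NRF1 word had an odds ratio of 0.444 there relative to all other covered CpGs and 2.38 relative to those above 80 % methylation in wt MEFs. The latter, with 1 DMP per run against an unthinned background, was 1.58 and did not pass Fisher's exact test (two-sided, adjusted p = 0.113 over 72 tests). For CTCF, which Additional file 5 also lists, the word had odds ratios of 1.20 and 1.68 relative to the same 2 backgrounds. A word and a matrix are different measures.

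Table 3 places Hypo1 and Hyper8 between genes. On NCBIM37, the primer pair Hypo1 lay in an exon of Esr2 from 77277931 to 77278066 on chromosome 12, and Hyper8 in an intron of Sorcs2 from 36673484 to 36673579 on chromosome 5, both in GENCODE. Hyper2 in Hoxa10, which the paper selected as a hypermethylated DMP, had no DMP within 50 bp. Hypo1 had none within 50 bp either, but the DMP at 77277805 lay within 200 bp of it.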

Other observations

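The comparisons of CCGG sites, of MspI ends, of strands and of sequencing depth below were chosen only after the result was seen, and the other tests before. The measure for motif words was changed after a first version had been run, from the AP2 word at hypermethylated DMPs to the count over all words. No biological explanation was tested, since the design holds 1 library per genotype.

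Hypermethylated DMPs lay more often among CpGs that changed little than hypomethylated DMPs did. No neighbour was covered at 31.7 % of hypermethylated and 8.28 % of hypomethylated DMPs, which are left out here. Neighbouring CpGs within 100 bp changed on average by less than 20 percentage points at 51.1 % of hypermethylated and 19.5 % of hypomethylated DMPs, an odds ratio of 4.32. With 1 DMP per run, the shares were 56.2 and 35.9 % and the odds ratio was 2.29 (two-sided Fisher's exact test, p = 5.04e-31), so that part of the contrast comes from hypomethylated DMPs lying in clusters. Counting error at low coverage would remove the contrast at higher coverage, but with at least 20 reads in both libraries the odds ratio was 4.31. Fewer covered neighbours around hypermethylated DMPs would remove it among DMPs with at least 3 covered neighbours, where it was 6.99. A sequence variant between the cell lines that removes the CpG would make hypermethylated DMPs with unchanged neighbours rarer in CCGG than covered positions in general, since the variant also removes the MspI site. They lay in CCGG in 61.3 % of cases, against 39.1 % of all covered positions. The share was 47.1 % for positions fully methylated in both libraries with covered neighbours, and 55.4 % for hypomethylated DMPs with unchanged neighbours. Where neighbours changed by at least 40 points, it was 51.2 % at hypermethylated and 32.5 % at hypomethylated DMPs. The excess was thus smaller against most of these closer sets. Unmethylated cytosines filled in at MspI ends would place them near another MspI site, but 7.40 % of those in CCGG lay within a read of one, against 7.80 % of positions methylated in both libraries; the read length was assumed. An error of the reads of 1 strand would leave the other strand unchanged, but there the median difference was 51.8 percentage points at 107 such DMPs. These tests argue against each explanation as the whole cause. None of them took into account how methylated the neighbours already were in wt MEFs. A candidate explanation that stays open is a difference between the pooled cultures that has nothing to do with the receptor.

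Reads in βerko relative to wt MEFs were more at hypomethylated DMPs, with a median ratio of 1.87, than at hypermethylated DMPs, with 0.909. A difference in depth between the libraries would give the same ratio in both directions, but with 1 DMP per run the median log2 ratios differed by 0.71 (permutation test, p = 1e-05, the smallest that the permutations can give). If the bisulfite PCR preferred unmethylated fragments, the reads of the library with the unmethylated DMP would rise with the number of CpGs in the read in both directions. Spearman's rho was 0.132 at hypomethylated and -0.109 at hypermethylated DMPs (permutation test, p = 1e-05 for each, the smallest possible). The ratio of the libraries thus rose with CpG number in both directions, and its course at unchanged positions was not used here, so that such a preference cannot be told apart from a difference between the libraries.

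DMPs of both directions overlapped 263 genes, led by Pitx1 with 30 hypomethylated and 7 hypermethylated DMPs. Permuting the direction over runs of DMPs gave a median of 268 genes and a range from 217 to 314 (two-sided permutation test, p = 0.683). DMPs of either direction falling in the same genes at random would give such a number.

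If the DMPs reflected the sequence of all CpGs that RRBS covers, motif words would be as frequent around them as around other covered CpGs. With 1 DMP per run, 8 of 18 tests of a word in a direction had an adjusted p below 0.05 in Fisher's exact test, of which 2 were more frequent and 6 less frequent at DMPs. The background kept every covered CpG, so that these counts also reflect the spacing of DMPs. The balance depended on the background: relative to covered CpGs of the same methylation class in wt MEFs, 8 of 18 also passed Fisher's exact test, of which 5 were more frequent and 3 less frequent.

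Of 38 Hox genes with at least 5 covered positions, 6 had a mean methylation lower in βerko MEFs by more than 20 percentage points, 4 were higher by more than 20 points and 28 lay within 20 points. This family was chosen after values of its members had been seen. On chromosome 6, Hoxa5 fell from 95.3 to 22.8 %, and Hoxa10 and Hoxa11 rose from 0.587 to 28.7 % and from 0.448 to 29.2 %. On chromosome 2, Hoxd10 fell from 58.5 to 19.5 % and Hoxd12 rose from 36.9 to 74.6 %. Some of these genes overlap, so that positions count in more than 1 of them. Chromosome X had 102 runs of hypomethylated and 83 runs of hypermethylated DMPs among 16707 covered positions, chromosome 4 had 309 and 251 among 58652, and chromosome 1 had 139 and 69 among 48090.

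No DMP was assigned to Tdg or Slc2a4. Within 2 kb of the start of Tdg, 14 covered positions had a mean of 0 % methylation in both cell types. At Slc2a4, 13 covered positions had a mean of 21.7 % in wt and 16.3 % in βerko MEFs, with 2 positions lower and 0 higher by more than 20 points. The position in Trim2 was a hypermethylated DMP by the thresholds, with 11.1 % of 9 reads and 100 % of 5 reads, and did not pass Fisher's exact test after adjustment (adjusted p = 0.324).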
